# Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth

**DOI:** 10.1534/g3.116.034785

**Published:** 2016-09-21

**Authors:** Matthew V. Cannon, Genay Pilarowski, Xiuli Liu, David Serre

**Keywords:** DNA methylation, epigenetics, liver development, differentiation, hepatocytes

## Abstract

DNA methylation is traditionally thought to be established during early development and to remain mostly unchanged thereafter in healthy tissues, although recent studies have shown that this epigenetic mark can be more dynamic. Epigenetic changes occur in the liver after birth, but the timing and underlying biological processes leading to DNA methylation changes are not well understood. We hypothesized that this epigenetic reprogramming was the result of terminal differentiation of hepatocyte precursors. Using genomic approaches, we characterized the DNA methylation patterns in mouse liver from E18.5 until adulthood to determine if the timing of the DNA methylation change overlaps with hepatocyte terminal differentiation, and to examine the genomic context of these changes and identify the regulatory elements involved. Out of 271,325 CpGs analyzed throughout the genome, 214,709 CpGs changed DNA methylation by more than 5% (*e.g.*, from 5 to 10% methylation) between E18.5 and 9 wk of age, and 18,863 CpGs changed DNA methylation by more than 30%. Genome-scale data from six time points between E18.5 and P20 show that DNA methylation changes coincided with the terminal differentiation of hepatoblasts into hepatocytes. We also showed that epigenetic reprogramming occurred primarily in intergenic enhancer regions while gene promoters were less affected. Our data suggest that normal postnatal hepatic development and maturation involves extensive epigenetic remodeling of the genome, and that enhancers play a key role in controlling the transition from hepatoblasts to fully differentiated hepatocytes. Our study provides a solid foundation to support future research aimed at further revealing the role of epigenetics in stem cell biology.

Many cellular processes, including normal growth and development, involve carefully regulated changes in gene expression. Epigenetic modifications, particularly histone modifications and DNA methylation, are known to play a critical role in regulating gene expression. While histone modifications are dynamically regulated, DNA methylation of CpG dinucleotides is considered to be mostly static in adult cells after establishment of these marks during early development (Smith and Meissner 2013). The methylation patterns in developing cells are erased before implantation of the blastocyst (with the exception of imprinted regions), and the reestablishment of DNA methylation afterward is thought to set up the epigenetic programs of each cell lineage (Smith and Meissner 2013). Epigenetic changes during later cellular differentiation have been documented but these mostly occur before birth (Smith and Meissner 2013; Perera and Herbstman 2011; Reik *et al.* 2001; Smith *et al.* 2012; Wang *et al.* 2012; Stadler *et al.* 2011; Meissner *et al.* 2008; Bock *et al.* 2012; Gifford *et al.* 2013; Xie *et al.* 2013) (*e.g.*, the differentiation of embryonic stem cells). However, recent studies have revealed that DNA methylation is more fluid during postnatal development than previously thought (Bock *et al.* 2012; Reizel *et al.* 2015). For example, several studies have shown postnatal changes in DNA methylation in mouse liver (Waterland *et al.* 2009; Reizel *et al.* 2015).

There are, however, many unresolved questions relating to postnatal DNA methylation changes in the liver, including the mechanism(s) underlying these epigenetic changes, the timing of these changes, and the extent and precise genomic context where these changes occur. We hypothesized that terminal differentiation of hepatocytes was responsible for postnatal DNA methylation changes. Unfortunately, testing this hypothesis is complicated by (i) the lack of a robust *in vitro* model for hepatocyte differentiation and (ii) the complex cellular changes occurring *in vivo*, including efflux of hematopoietic stem cells (HSC), extensive cell division, and cell differentiation (Baron *et al.* 2013; Gordillo *et al.* 2015).

Here, we use Reduced Representation Bisulfite Sequencing (RRBS) to characterize DNA methylation changes throughout the genome of mouse liver samples collected immediately before birth and throughout the first weeks of life. Our study reveals that the timing of the DNA methylation coincides with hepatocyte terminal differentiation and occurs after HSC migration, and that the DNA methylation changes preferentially occur at specific genomic regulatory elements.

## Materials and Methods

### Tissue collection

We obtained C57BL/6J mice from Jackson Laboratories (Bar Harbor, Maine) at 3 wk of age and mated females at 8 wk of age. We housed mice in ventilated microisolator cages with a 14:10 light:dark cycle. We collected tissue samples from offspring at embryonic day 18.5 (E18.5), postnatal days P1, P5, P10, P15, and P20, and 9 wk. All tissues were stored in RNA later at −80°. We fed mice used for the initial RRBS experiments chow obtained from Research Diets Inc. (New Brunswick, NJ; D12328), which contains 11% fat from coconut oil (Cannon *et al.* 2014). Mice used for qRT-PCR and histology were fed standard chow. For our time-course study, we obtained tissues from E18.5, P1, P5, P10, P15, and P20 C57BL/6J mice directly from Jackson laboratories.

### Histological analysis

We prepared liver tissue excised from animals at each time point for histological analysis by embedding the tissue in Optimal Cutting Temperature compound (OCT). We immersed the sample in 2-methylbutane cooled by liquid nitrogen to freeze the samples. Frozen samples were stored at −80° until sectioning. We cut sections to 5 μm thickness and stained with Hematoxylin and Eosin (H&E) according to standard protocols. The percent of HSCs and hepatocytes for each slide was estimated by a trained pathologist by microscopy.

### DNA/RNA isolation

We isolated DNA and RNA from tissue samples using the Qiagen All-prep DNA/RNA kit (Venlo, Limburg) according to the manufacturer’s instructions.

### qRT-PCR

We used qRT-PCR to quantify gene expression of *Alb*, *Afp*, *Tdo2*, *Sds*, *Ccne1*, *Ccne2*, *Ccna2*, *Ccnb1*, and *Actb* (as a housekeeping gene). We treated RNA with DNase and performed reverse transcription with Invitrogen Superscript III reverse transcriptase (Carlsbad, CA). We conducted qRT-PCR on an Eppendorf Mastercycler RealPlex2 (Hamburg, Germany) machine using Qiagen QuantiTect SYBR green PCR reagents (Venlo, Limburg). Primer sequences are provided in Supplemental Material, Table S1. qRT-PCR data were normalized to *Actb* and either the E18.5 or 9 wk time point was used as a reference (whichever was lower). Differences between time points were tested using Student’s *t*-tests with a Bonferroni correction for multiple comparisons.

### RRBS library preparations

To measure DNA methylation at numerous loci across the genome, we performed RRBS experiments (adapted from Gu *et al.* 2011) separately on two mouse cohorts. This protocol allows reproducible, base pair resolution quantification of DNA methylation at a large subset of CpGs across the genome. Briefly, we digested genomic DNA extracted from each mouse liver with the *Msp*I restriction enzyme, which cuts at the CCGG motif. We then prepared Illumina Truseq DNA libraries (San Diego, CA) according to the manufacturer’s instructions, with the exception that after adapter ligation, we pooled 12–18 samples with different barcodes and isolated fragments of ∼150–600 bp by gel extraction. We then bisulfite treated each pool using an Invitrogen MethylCode Bisulfite Conversion Kit (Carlsbad, CA). Finally, we performed enrichment PCR using the Truseq primers for 20 cycles. Each pool was sequenced on 2–3 lanes of a HiSequation 2500 instrument, producing 50 bp reads. In our discovery RRBS experiment, we analyzed liver samples from two time points [E18.5 (*n* = 5) and 9 wk old male mice (*n* = 10)]. A second independent experiment, the time-course dataset, was performed at a later time and included another mouse cohort and 90 samples from liver, heart, and muscle tissues collected at time points (5 per age per tissue) (E18.5, P1, P5, P10, P15, and P20).

### Locus-specific bisulfite sequencing (LSBS) library preparation

To validate the RRBS data, we selected 21 CpGs from 11 regions analyzed by RRBS and designed primers (provided in Table S1) to amplify bisulfite-converted DNA at these loci. Due to other CpGs included in the amplicons, a total of 124 CpGs were quantified. We analyzed livers from mice at E18.5 (*n* = 6), P1 (*n* = 5), P5 (*n* = 5), P10 (*n* = 6), P15 (*n* = 6), P20 (*n* = 6), and 9 wk old (*n* = 5). The amplification primers included 5′-end tails that allowed the addition of adapter sequences and barcodes for massively parallel sequencing by a second PCR. We then combined samples together and sequenced all amplicons simultaneously on an Illumina MiSeq to generate paired-end reads of 250 bp. The samples sequenced included both male and female animals, which were analyzed together, as we detected no differences in DNA methylation between sexes at these loci.

### Sequence data analysis

We checked sequence quality using FastQC (v0.9.0, Babraham Institute) and removed any reads containing adapter or PhiX sequences. We analyzed RRBS and LSBS data by aligning fastq files to the mouse genome (mm9) using Bismark (v0.7.6) with bowtie2, 20 processors, output as bam, and the default settings for all other options (Krueger and Andrews 2011). Bisulfite conversion rates were estimated using Bismark. We then combined data generated for each sample by different sequencing runs and summarized the DNA methylation data using the Bismark methylation_extractor. We quantified methylation for each CpG using perl scripts and imported the data into *R* (v3.2.1) for statistical analysis. For each sample, any CpG with fewer than 10 × coverage was considered as missing data. We removed any CpGs where more than 20% of samples had missing data and any CpG that was unmethylated (< 10%) in all samples of all ages. To identify samples with unusual missing data, we first determined CpGs that were most shared across samples by calculating the percentage of samples with data for each CpG. We then multiplied this weighting factor by 1 (read coverage ≥ 10) or 0 (missing data) for each CpG in each sample. If the sum of these values was less than the arbitrary cutoff of 50,000, the sample was removed from the analysis. This approach avoids removal of samples with relatively few CpGs covered that are shared by all other samples. It also avoids the inclusion of samples covering many CpGs that are not shared by other samples. One sample was thus removed from the time-course dataset (out of 90). Twelve additional samples produced no reads. We also performed a MDS analysis (Figure S1) to identify clear outliers and further removed three samples. Overall, 15 samples were analyzed in the discovery dataset and 74 in the time-course dataset.

For the LSBS data, we discarded any sequences mapping to a region that was not targeted and any CpG with < 100 × coverage or for which more than 20% of samples had missing data. We calculated the percent methylation at each locus for each sample and compared values between groups using a Student’s *t*-test. We derived false discovery rates (FDR) from *t*-test p-values using the qvalue package (v1.36.0) and generated plots using the ggplot2 package (Wickham 2009).

For the time-course RRBS experiment, we restricted our analyses of the timing of changes in DNA methylation to the CpGs that were identified as significantly differently methylated in the discovery RRBS dataset. We then calculated the change in methylation between consecutive time points and quantified the number of CpGs changing their methylation by more than 5 and 30%.

### Genomic feature analysis

We defined the genomic context for all CpGs assayed in our RRBS experiments using the following UCSC Genome browser tracks: DNase hypersensitivity from eight-week-old (GEO# GSM1014195, replicate #1) and E14.5 (GEO# GSM1014183) C57BL/6 liver (ENCODE/University of Washington data, peaks were combined using Bedtools), CpG islands, genic context [UCSC genes: exons, introns, and promoters (1 kb upstream of transcription start site)], CTCF binding sites (LICR TFBS Liver GEO# GSM918715), and 28-way conservation and histone modifications (LICR liver Histone data GEO# GSM1000140, GSM1000113, GSM1000150, GSM1000151, GSM769015, GSM1000111, GSM769014, GSM1000110, GSM1000152, and GSM1000153) (Rosenbloom *et al.* 2013). We calculated CpG density and GC content using 200 bp up- and downstream of each CpG assayed by RRBS. Promoter, exon, and intron tracks were made exclusive of each other by subtracting promoters from exons, and subtracting the remaining exons from the introns. We calculated the distance to each genomic feature for each CpG in the RRBS data using bedtools (Quinlan and Hall 2010).

We grouped CpGs according to the pattern of the DNA methylation change. We first analyzed all CpGs with significant change in DNA methylation (change in methylation ≥ 5% and FDR ≤ 0.1) and divided them according to the direction of the DNA methylation changes (*i.e.*, increased or decreased DNA methylation with age). We further subdivided these CpGs into discrete changes (50% or more of the total methylation change occurs between two consecutive time points), continuous changes (< 50% methylation changes between two consecutive time points but continuous increase or decrease with time), and other (all other changing CpGs).

We also calculated whether CpGs changing their DNA methylation occurred preferentially in specific genomic contexts by comparing their enrichment to 1000 random subsamplings of CpGs exactly matching the local CpG density. We then generated a p-value for each enrichment by quantifying how many subsamples had a greater number of CpGs in each feature than the observed data.

### Animal experimentation

All animals were handled and housed in accordance with standard NIH practices. All protocols were approved by the Institutional Animal Use and Care Committee.

### Data availability

All data used in this study are available in the NCBI GEO database under accession numbers GSE58129 and GSE79775. The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article.

## Results

### Bisulfite sequencing data result summary

We generated two DNA methylation datasets using RRBS. We extensively sequenced liver samples from two time points for our discovery dataset to identify which CpGs changed methylation between E18.5 (*n* = 5) and 9 wk of age (*n* = 10). For this dataset, we generated between 6.5 and 83.6 million reads per sample (mean = 22.2 million, with bisulfite conversion rates > 99% for all samples) (Table S2) and were able to analyze 588,691 CpGs distributed throughout the genome. Each of these CpGs was covered by at least 10 reads in more than 80% of the samples. We removed any CpG that was unmethylated (< 10% methylation) in all samples, leaving 271,325 CpGs for further analyses. Note that removing CpGs that were never methylated from the analysis removed differences in local CpG density and GC content between CpGs that significantly changed their DNA methylation between E18.5 and 9 wk and those who remained unchanged (Figure S2). On average, the 271,325 CpGs analyzed were covered by 40 reads in each sample (Table S2). While this coverage is comparable to or greater than that typically used in epigenetic studies (Gifford *et al.* 2013; Xie *et al.* 2013; Kobayashi *et al.* 2013; Ziller *et al.* 2013; Liu *et al.* 2014; Fritz *et al.* 2013; Varley *et al.* 2013), it is important to note that this level of coverage only allows quantification of the percent methylation at a given CpG with modest accuracy: DNA methylation at a CpG covered by 40 reads can only be quantified in 2.5% intervals. Therefore, we only considered CpGs as significantly changed between age groups if, in addition to being statistically significant (FDR ≤ 0.1), the average difference in percent DNA methylation between groups was > 5% (*e.g.*, 5% methylation at E18.5 and 10% at 9 wk). In a similar dataset, we previously estimated that such analyses had 80% power to detect an 11% difference in DNA methylation (Cannon *et al.* 2014).

To validate the RRBS data, we performed LSBS at 11 loci (targeting 21 CpGs from the RRBS data and containing 124 CpGs total) randomly chosen from our discovery RRBS data, and analyzed 39 samples (E18.5 *n* = 6, P1 *n* = 5, P5 *n* = 5, P10 *n* = 6, P15 *n* = 6, P20 *n* = 6, and 9 wk *n* = 5). We generated 7 million reads resulting in an average of 178,375 reads per sample and a mean coverage of 2519 × per CpG. This experiment confirmed the results of the RRBS experiment (Figure S3) with no CpGs differing statistically in their methylation status as estimated by LSBS or RRBS (p > 0.05).

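LSBS, in which chosen fragments of bisulfite-treated DNA are amplified and sequenced, was read from the values the authors deposited for the 39 livers. Each value is a methylation fraction, the methylated reads over all reads of a CpG in one library, and was multiplied by 100 to give percent. The authors aligned the reads to mm9 and discarded CpGs covered by fewer than 100 reads. All 124 positions are cytosines of a CpG on the plus strand of that build. In the table 1.43% of the values are missing, no CpG lacks a value in more than 5.13% of the livers, and 66 CpGs have a value in every liver. Table S2 gives a mean coverage per library of 594 to 8479 reads for these livers, with a median of 1892. The number of reads behind each single value is unknown, and reads amplified without molecular identifiers are not independent molecules, so no binomial interval is given. The 9 wk livers and 2 of the E18.5 livers came from the mice of the first cohort, and 4 E18.5 livers came from the time-course cohort. The sample records give a different stage for each of the 5 adult livers, from 9 wk upward, while their titles and the paper say 9 wk, which is used here. E18.5 and 9 wk were compared with limma on the fractions, and a CpG was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a mean difference over 5 percentage points.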

We also evaluated possible DNA methylation at non-CpG sites (CpH) in the discovery RRBS dataset. Out of 1,581,309 CpHs analyzed, only 356 (0.0002%) displayed DNA methylation > 5% for all samples in at least one group. At many of these sites, inspection of the aligned reads showed that the base following the C was a G in the sequenced sample but not in the reference (due to a SNP, an error in the reference genome sequence, or a mismapping of the read), leading to the incorrect classification of these CpGs as CpHs. Given the small number of putative methylated CpHs and the observation that many of these were likely misclassified, we focused the rest of our analyses on CpG methylation.

To identify the timing of DNA methylation changes in liver and determine if similar changes occur in other tissues, we generated a second RRBS (“time-course”) dataset. We analyzed liver, heart, and muscle samples from multiple time points: E18.5 (*n* = 4, 5, and 4, respectively), P1 (*n* = 4, 4, and 5), P5 (*n* = 4, 4, and 3), P10 (*n* = 3, 4, and 4), P15 (*n* = 3, 5, and 4), and P20 (*n* = 5, 5, and 4). 

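RRBS sequences DNA fragments released by a restriction enzyme after bisulfite treatment, so that unmethylated cytosines are read as thymines. The values deposited by the authors are methylation fractions per CpG and library, without further normalization, and are given here as percent. A total of 65 libraries were analysed: 23 of liver, 24 of muscle and 18 of heart. The heart libraries were 4 at P1, 4 at P5, 5 at P15 and 5 at P20, and heart at E18.5 and P10 was not analysed here. The files already include the authors' alignment to mm9 and their removal of values under 10 reads, of CpGs missing in over 20% of the samples and of CpGs under 10% methylated in all samples. Each pair of ages was compared per CpG by a moderated linear model (limma) at CpGs with at least 2 values in each age. Changes within liver between consecutive ages were taken from a single fit with age as a factor. The libraries of a tissue are different animals, and the numbers in their names were not treated as pairs.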

Note that, since we combined more samples per sequencing lane, this dataset has a lower coverage than the discovery dataset: we generated between 4.5 million and 44.9 million reads per sample (with bisulfite conversion rates > 99% for all samples) and, after filtering, were able to analyze 70,259 CpGs across six time points in the liver samples, 53,520 CpGs in heart samples, and 46,085 CpGs in muscle samples (Table S2). 

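Of the values in the liver table 10.8% are missing, and no CpG lacks a value in more than 17.4% of the 23 libraries. In muscle 9.72% of the values are missing. In heart 13.7% are missing among the 18 libraries analysed, and 11678 CpGs lack a value in more than 20% of these. The positions in the liver table were compared with the mm9 sequence: 35051 are cytosines of a CpG on the plus strand, 35055 are on the minus strand, and 153 lie on sequences absent from the reference or are not a CpG. Coverage per library, taken from Table S2, fell with age in liver. Its mean was 76.3 reads at E18.5, 73.3 at P1, 54.1 at P5, 34.9 at P10, 29.1 at P15 and 30.7 at P20, with single libraries between 24.1 and 145. Muscle libraries ran from 23.9 to 78.8 reads and the heart libraries analysed from 27.3 to 94.3. The coverage of single CpGs is unknown.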

The average coverage was 50.4, 45.7, and 46.3 for liver, heart, and muscle, respectively.

### RRBS reveals extensive postnatal changes in liver methylation

To identify outliers and preliminarily assess parameters influencing variation in global DNA methylation, we performed a MDS analysis using the entire RRBS dataset. 

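Classical multidimensional scaling (MDS) of the 23 time-course liver libraries used Euclidean distances over the 5824 CpGs with a value in every library. The first coordinate rose with age, with Spearman's rho of 0.958 and Pearson's r of 0.937 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted p = 3.5e-05 over 14 relations). Without 2 of the P20 libraries, all equally far from the median age, r was 0.934, with the other P20 libraries kept. The alternative that moved rho most was scaling each CpG to unit variance, which gave 0.904. Age and coverage were related across these libraries (rho = -0.639, p = 0.00141, permutation test). Among the 17 libraries with a mean coverage under 50 reads, of which 1 was from E18.5, rho between the first coordinate and age was 0.912 and r was 0.911.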

In both the discovery and time-course datasets, the liver samples clustered according to the age of the animal (Figure S4). There were minor differences between the methylation patterns of the E18.5 samples generated in the discovery and time-course experiments (Figure S4) that could be possibly due to biological differences (*e.g.*, different mouse cohort or uncertainty in timed mating) or technical factors. However, it is important to note that all analyses were conducted within each cohort and that the samples of each cohort were randomized and processed identically at the same time.

We specifically tested whether each CpG in the discovery dataset significantly changed its methylation status between E18.5 and 9 wk. We identified a total of 214,709 CpGs (out of 271,325 or 79%) that significantly changed their DNA methylation by more than 5% (Figure 1, FDR ≤ 0.1). Of these, 18,863 CpGs changed by more than 30%.

**Figure 1:**
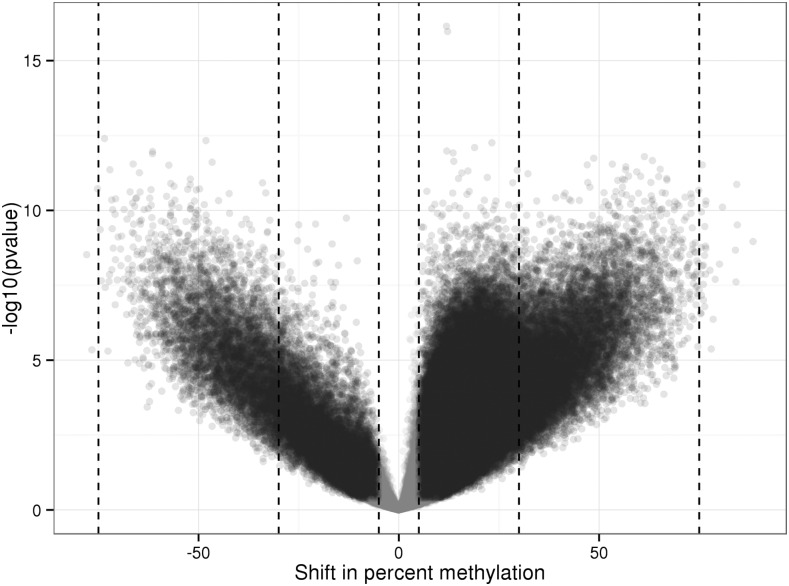
Genome-wide changes in DNA methylation in the liver after birth. There are numerous differences in DNA methylation between E18.5 and 9 wk old mice. Each point represents one of the 271,325 CpGs analyzed by RRBS and is displayed according to the magnitude of the change in DNA methylation (*x*-axis, in %) and statistical significance (*y*-axis, in –log10 of the p-value). Fifty on the *x*-axis represents an increase in DNA methylation of 50% points (*e.g.*, from 5 to 55% methylation) as the animals age. Black points indicate CpGs that changed their methylation by more than 5% and an FDR ≤ 0.1. Gray points are CpGs whose methylation level was not significantly changed. Vertical dotted lines are at 5, 30, and 75% gain/loss of methylation. E, embryonic day; FDR, false discovery rate; RRBS, Reduced Representation Bisulfite Sequencing.

We detected both gain and loss of DNA methylation between E18.5 and 9 wk but, overall, the distribution was biased toward increased DNA methylation with age: 89% of the significantly changed CpGs were more methylated in adult mice (the bias was similar when restricting the analysis to CpGs that changed the DNA methylation by more than 30%). The magnitude of the DNA methylation changes varied extensively among CpGs, with the methylation status of some CpGs changing by up to 88% (Figure 1).

To determine if the age-associated changes in DNA methylation were unique to liver, we used the time-course RRBS dataset to compare the patterns in liver, heart, and muscle samples. MDS analysis showed that the clustering by age was most obvious in the liver, and that the dimension separating the samples according to the age of the animals explained a larger proportion of the variance in the liver than in the heart and muscle (20.2% *vs.* 9.0% and 9.6%, respectively) (Figure S4). 

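In liver the first MDS coordinate carried 20.5% of the variance (SD 0.542 from leaving out each library in turn, 23 libraries). In muscle it carried 10.1% (SD 0.281, 24 libraries over 5794 CpGs). In heart it carried 12.5% (SD 0.316, 18 libraries over 3758 CpGs). Equal shares for all coordinates would give 4.55% in liver, 4.35% in muscle and 5.88% in heart. The heart libraries cover 4 ages. With only P1, P5, P15 and P20 in each tissue, the coordinate carried 19.6% of the variance in liver and 13.3% in muscle, and this choice moved the muscle share most.

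**Figure D1:**
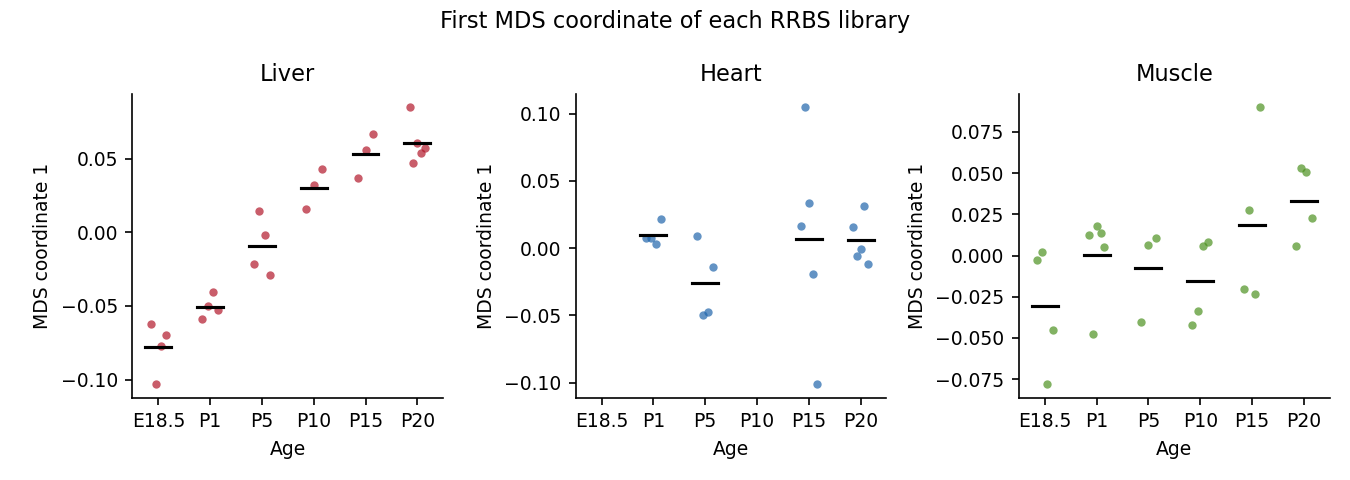
First MDS coordinate of each RRBS library (points) against age in liver, heart and muscle, with the mean per age (bars); the coordinate has no unit and its sign is arbitrary. Heart has no points at E18.5 and P10, which were not analysed, and in liver the means rise at every step.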

We also tested specifically for differences in DNA methylation at each CpG between E18 and P20 after randomly subsampling each tissue and age group to *n* = 3 for identical comparisons. In these lower power but comparable analyses, we found that 6998 CpGs out of 70,259 (9.9%) changed their DNA methylation by > 5% in the liver (FDR ≤ 0.1), while only 8 of 53,520 CpGs were changed in heart and no CpGs, out of 46,085, changed in muscle. 

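In liver 9243 of 70179 CpGs tested (13.2%) differed between E18.5 (n = 4) and P20 (n = 5) at an adjusted p of at most 0.1 and by more than 5 percentage points (limma with Benjamini-Hochberg adjustment). Methylation rose at 7647 of them (82.7%) and fell at 1596. At 4316 CpGs the change exceeded 30 percentage points. The alternative that moved the count most was the restriction to the 8084 CpGs with a value in every library of both ages, with 1411 calls. Without E18.5 replicate 6 the count was 4166. In muscle none of 45496 CpGs passed between E18.5 (n = 4) and P20 (n = 4), and 3718 had an unadjusted p under 0.05. With all 6 ages of muscle in a single fit 83 CpGs passed. With 3 libraries per age, the median count over the 40 possible choices in liver was 696, from 0 to 7928, and 17 choices gave no call. Over the 16 choices in muscle the median was 0, as was the highest count. Heart at E18.5 was not analysed here, so the tissues were also compared from P1 to P20. There 5983 CpGs passed in liver. None of 53429 passed in heart, where 4873 had an unadjusted p under 0.05, and none of 45686 in muscle, where 4376 did. Leaving out 1 library gave counts for muscle of up to 20, without P20 replicate 1.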

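The 3 CpGs with the largest gain and the 3 with the largest loss between E18.5 and P20 in liver, among those with a value in every liver library, are given with their mm9 positions. They were picked for the size of their change, so their changes are overestimates, and the coverage at each is unknown. On chromosome 13 at 24593419 (GACCGACTTCCGGATTTGCTGT), 24265 bp from Cmah, methylation rose from 11.0% ± 4.83 (SD, n = 4) at E18.5 to 75.7% ± 15.2 (SD, n = 5) at P20. In an intron of Tuba3a, on chromosome 6 at 125230017 (CAGCTCTTTACGGAAGAAATGC), it rose from 16.0% ± 3.45 to 79.3% ± 15.0. At P5 replicate 1 lay far above the other libraries at this CpG. On chromosome 14 at 49199849 (GGCACTGGCTCGCTTGCTTCCT), outside annotated genes, it rose from 23.8% ± 7.86 to 83.7% ± 6.36. In an intron of Stat5b, on chromosome 11 at 100681395 (TGGTTCTGAGCGGCACTGAAAC), methylation decreased by 55.7 percentage points, from 70.3% ± 14.4 to 14.6% ± 5.74. It was still 68.8% ± 14.5 (SD, n = 3) at P15. On chromosome 4 at 130528320 (CTTAATGCGCCGGCTCGCCTCT), 16930 bp from Matn1, methylation fell from 82.1% ± 16.9 to 27.3% ± 20.0. In an intron of Tmem57, on chromosome 4 at 134369898 (AACTCCTCAGCGCCTCTAGTCC), it fell from 84.2% ± 9.87 to 30.3% ± 7.03. Adjusted p-values of the 6 CpGs lay between 0.00545 and 0.0306 (limma).

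**Figure D2:**
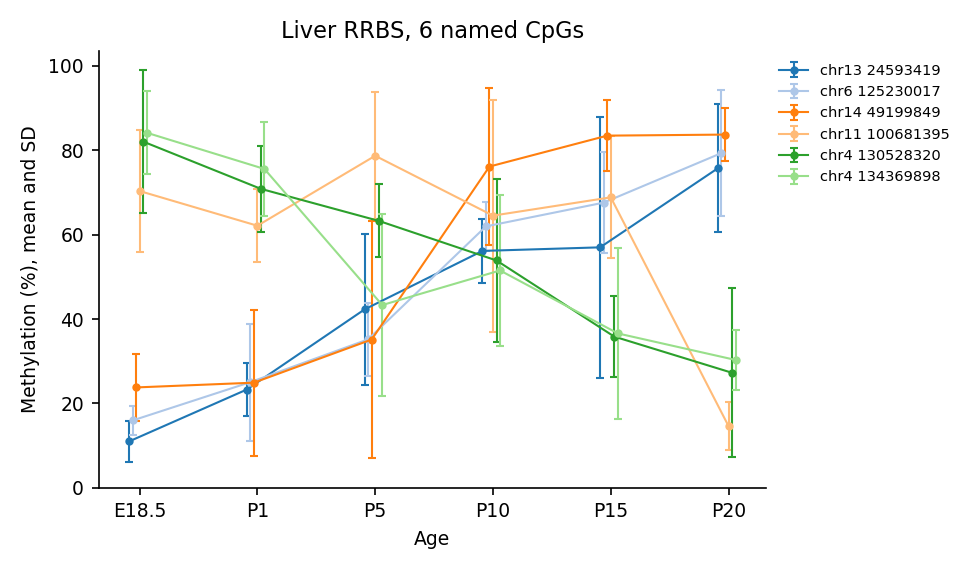
Methylation in percent (mean and SD over libraries, 3 to 5 per age) at the 6 CpGs by age in liver RRBS. The CpG of Stat5b on chromosome 11 keeps a mean above 60% until P15 and is at 14.6% at P20.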

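The difference between the tissues was tested directly for liver and muscle. Of 33599 CpGs present in both tables with enough values, 1510 (4.49%) changed differently between E18.5 and P20 in the 2 tissues (limma interaction, adjusted p of at most 0.1), with a change higher in liver at 1223 and lower at 287. On the logit scale 74 CpGs passed, the alternative on all libraries that moved this count most. At the CpGs with a higher change in liver the mean change was 30.5 percentage points in liver and -21.1 in muscle. At those with a lower change it was -34.7 in liver and 13.9 in muscle. The CpGs were chosen for this contrast, so both means are overestimates. At 4685 CpGs called in liver and present in muscle, chosen on liver alone, the 3843 that rose in liver by 29.1 percentage points on average changed by -0.892 in muscle, and the 842 that fell by 34.2 in liver changed by -4.31 in muscle. At 3691 CpGs called in liver between P1 and P20 and present in heart, the mean change in heart was 1.01 percentage points where liver rose and 0.567 where liver fell. A difference between liver and heart was not tested.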

Overall, these analyses showed that there are extensive DNA methylation changes in liver after birth and that this pattern is not observed in other tissues analyzed, suggesting that it is not an organism-wide phenomenon.

### Epigenetic changes occur predominately after postnatal day five

To define the timing of epigenetic changes, we analyzed the CpGs that were significantly changed in the discovery dataset in an independent set of liver samples from six time points between E18.5 and P20. Data from the two datasets were highly concordant, with 93.2% of the CpGs with significant change in DNA methylation in the time-course dataset also significantly changed in the discovery dataset (Figure S5). However, due to the lower sequence coverage in the time-course data, only 53,682 CpGs were present in both analyses and, overall, we were able to follow the temporal changes in DNA methylation at 42,889 CpGs that significantly changed their methylation status in the discovery dataset (note that, due to the smaller sample size, only 11,942 of those CpGs reached statistical significance in the time-course dataset). We first calculated the number of CpGs that changed their DNA methylation between consecutive time points to identify when most changes occur. 

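The CpGs of the liver table were counted whose mean methylation differed by at least 30 percentage points between consecutive ages. The count covers all CpGs of the table, since the discovery dataset is not analysed here. It was 171 between E18.5 and P1, 396 between P1 and P5, 1169 between P5 and P10, 1900 between P10 and P15 and 1452 between P15 and P20. Of these 5088 changes, 88.9% fall after P5. The share that were gains was 80.1%, 62.6%, 83.2%, 46.1% and 45.2% in the 5 intervals in turn. As a ratio, the restriction to CpGs with a value in every liver library moved 4 of these counts most, to 14, 36, 59 and 36 from P1 on, and a limit of 40 percentage points moved the first most, to 4. At 20 percentage points the counts were 2428, 3455, 6016, 7518 and 6420, with 77.2% after P5. In the test of each interval, 0, 0, 19, 2 and 30 CpGs passed, while 3332, 4811, 6146, 5491 and 5352 had an unadjusted p under 0.05. Without P15 replicate 2, 153 CpGs passed between P15 and P20.

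**Figure D3:**
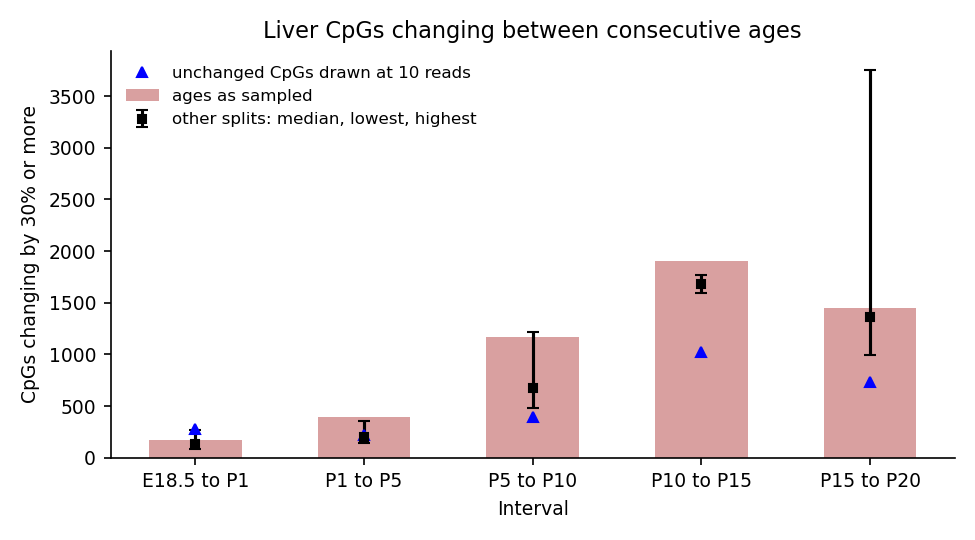
Number of liver CpGs changing by 30% or more between consecutive ages (bars), with the median and the lowest and highest count over the other splits of the same libraries (squares and lines) and the mean count for simulated unchanged CpGs drawn at 10 reads (triangles). The bar for P15 to P20, 1452, lies inside the range of the other splits, 991 to 3751.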

When considering only the CpGs that changed their methylation by > 30% between two ages, we observed that most DNA methylation changes occurred after P5 (Figure 2). Changes in DNA methylation at many CpGs were sustained over several days, confirming that these changes were genuine and not statistical artifacts (Table S3). For example, out of 1136 CpGs changing their methylation by more than 30% between P10 and P15, 223 also changed between P15 and P20 (while only five had changed between E18.5 and P1) (Table S3).

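In the liver table 414 CpGs changed by at least 30 percentage points both between P10 and P15 and between P15 and P20. Independent sets of these sizes would share 39.3. Of the 414, 413 moved in opposite directions in the 2 intervals and 1 moved the same way (0.242%). At the 188 grouped as rising and then falling, mean methylation was 27.5% at P10, 65.6% at P15 and 28.4% at P20. At the 226 grouped as falling and then rising it was 74.7%, 35.3% and 74.1%. Together these groups hold all 414, so 1 of them includes the CpG that moved the same way. Both intervals use the same 3 P15 libraries, of which a median of 2 had a value at these CpGs. At a limit of 20 percentage points 2405 CpGs were shared, of which 1.54% moved the same way, and without P15 replicate 2 the shared number was 1398. Between P5 and P10 and between P10 and P15, which share the P10 libraries, 194 CpGs changed, 2 of them the same way. Between intervals that share no libraries, the largest numbers in common were 75 for P5 to P10 and P15 to P20, of which 35 moved the same way, and 30 for P1 to P5 and P10 to P15, of which 22 did. From the CpGs that changed in more than 1 interval, the paper concludes that the changes are not statistical artifacts.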

**Figure 2:**
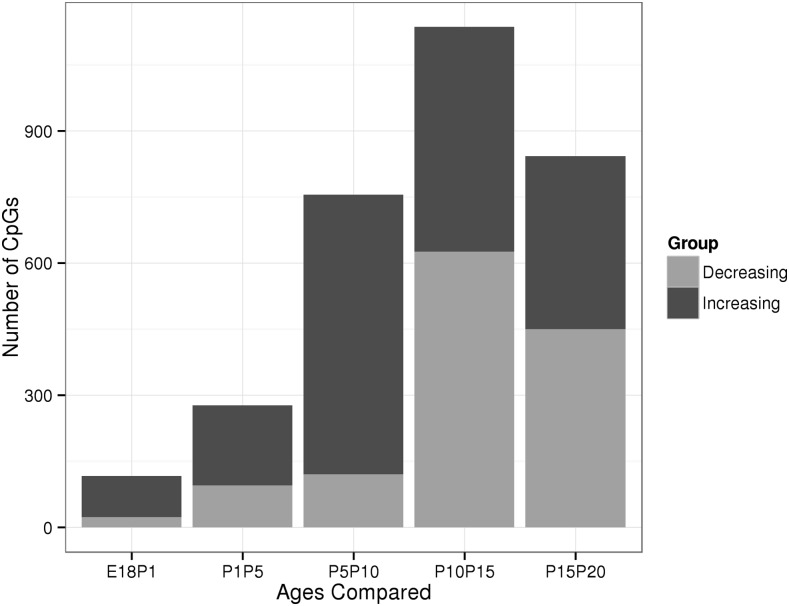
Count of CpGs changing by 30% or more between adjacent time points. We counted CpGs that changed by 30% or more (*e.g.*, from 30 to 60% methylation) between adjacent time points. The direction of change is indicated by color. The most changes occurred between P10 and P15. E, embryonic day; P, postnatal day.

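The counts per interval depend on how many libraries each mean rests on, since P10 and P15 have 3 libraries each and P20 has 5. With 3 libraries at every age, the median share of liver CpGs changing by at least 30 percentage points was 0.845%, 1.34%, 2.29%, 2.71% and 3.42% from the first interval to the last. The other tissues were counted the same way with all libraries. In muscle the shares were 0.805%, 0.699%, 1.27%, 1.77% and 1.83%, against 0.243%, 0.564%, 1.66%, 2.71% and 2.07% in liver. In heart they were 0.962% between P1 and P5, 1.74% between P5 and P15 and 1.40% between P15 and P20. The part of these changes after P5 was 76.4% in muscle and 76.5% in heart. With 3 libraries at every age the median shares were 1.88%, 1.18%, 2.03%, 3.35% and 3.19% in muscle, and 2.19%, 4.20% and 5.02% in the 3 heart intervals. Differences between tissues in these shares were not tested.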

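At CpGs called between E18.5 and P20 in liver, the share of the change reached was computed per library from ages that played no part in the calls. It was 23.0% ± 2.27 (SD, n = 4) at P1, 44.7% ± 8.64 (n = 4) at P5, 67.0% ± 6.18 (n = 3) at P10 and 77.8% ± 5.92 (n = 3) at P15. Only at CpGs that fell, the shares at P10 and P15 were 46.1% and 70.8%, the alternative that moved them most. Calls made on the E18.5 and P20 libraries overstate the distance between these ages. The 5000 CpGs with the smallest p were therefore chosen 20 times with 1 E18.5 and 1 P20 library left out, a choice made after the first shares were seen. The left-out libraries then lay at 15.5% ± 4.91 (n = 4) at E18.5 and 81.3% ± 4.82 (n = 5) at P20. Rescaled to these ends, the share was 13.1% ± 3.31 at P1, 44.1% ± 12.0 at P5, 74.7% ± 8.85 at P10 and 91.2% ± 8.72 at P15. In LSBS, at 102 CpGs called between E18.5 and 9 wk, the share was 7.70% ± 2.00 (n = 5) at P1, 37.7% ± 5.93 (n = 5) at P5, 59.5% ± 4.64 (n = 6) at P10, 79.6% ± 6.14 (n = 6) at P15 and 91.4% ± 7.47 (n = 6) at P20. The steps were 7.70, 30.0, 21.8, 20.1, 11.8 and, to 9 wk, 8.58 percentage points. The 4 steps from P1 to P20 had adjusted p-values of at most 0.0208 (exact permutation tests, two-sided, raw p from 0.00216 to 0.0173). The first and the last step include libraries on which the CpGs were chosen, and the last also compares 2 cohorts, so no test is given for them.

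**Figure D4:**
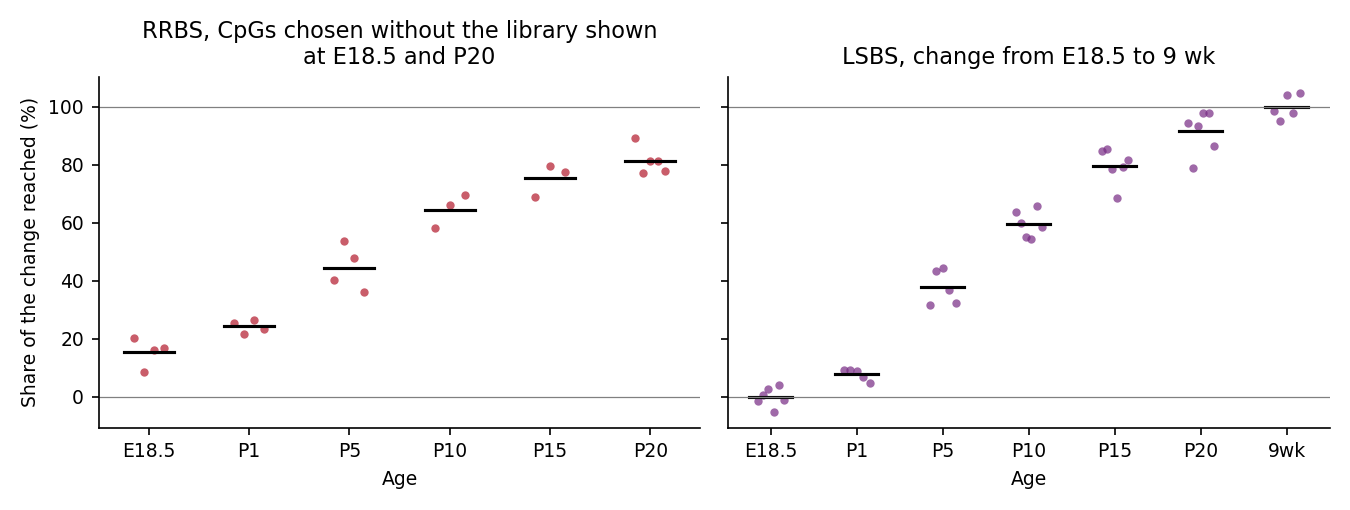
Share of the change reached (percent) by each liver library (points) and the mean per age (bars), in RRBS at CpGs chosen without the E18.5 or P20 library plotted, on the scale of the libraries used to choose, and in LSBS from E18.5 to 9 wk. The RRBS means run from 15.5% to 81.3%.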

Overall our analyses revealed extensive and sustained epigenetic changes in the liver after birth, with the majority of these changes occurring between day 5 and day 20.

### Variation in cellular division rates leaves its footprint in the DNA methylation patterns but does not explain the epigenetic changes associated with age

The liver grows dramatically during the early postnatal period, weighing over five times more at P20 than at birth (Figure S6). Extensive cell division could affect the DNA methylation patterns of a given organ, since the newly synthesized DNA molecules initially lack DNA methylation and are hemimethylated (Hervouet *et al.* 2012; Desjobert *et al.* 2015). However, this mechanism is unlikely to explain (i) the loss of DNA methylation observed at 11% of the changing CpGs and (ii) the magnitude of the changes in DNA methylation observed at many CpGs. Interestingly, we noted that, when comparing the same CpGs across samples, the maximum DNA methylation levels observed in our RRBS experiments differed according to the age of the animal (Figure 3) and were consistent with more cellular divisions occurring in newborn liver than adult liver. This is unlikely to be due to batch effects, as the same pattern was observed in both the discovery and time-course datasets. These changes in cellular division rates inferred from the DNA methylation patterns were corroborated by analyses of *Cyclin* gene expression: the *Cyclins A2*, *B1*, *E1*, and *E2* showed a continuous decrease in gene expression from E18.5 to P20 and were barely detectable afterward (Figure S7).

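The upper methylation level of a library was taken as the position of the highest density of its CpG values above 50% methylation. In liver it rose from 74.1% ± 3.73 (SD, n = 4) at E18.5 to 96.4% ± 2.91 (n = 5) at P20, a difference of 22.3 percentage points (exact permutation test, two-sided, p = 0.00794, the smallest that 126 permutations can give). Of the other 5 measures tried, the 90th percentile moved the difference most, to 10.0, and all had the same p. Across the 23 libraries the level followed age (Spearman's rho = 0.842, Pearson's r = 0.817, permutation p = 1e-05 for each, the smallest they can give, and adjusted p = 3.6e-05 over 18 relations). Without 2 of the P20 libraries, all equally far from the median age, r was 0.794. Later liver libraries had lower coverage. With the E18.5 libraries redrawn at 31 reads, a step chosen after the result was seen, their mean level was 81.7%, and replicate 14, with a mean coverage of 25.9 reads before, moved from 70.8% to 98.7%, so the position of the highest density is not stable at this coverage. In muscle the level differed by -0.733 percentage points between E18.5, 94.3% ± 4.50 (n = 4), and P20, 93.6% ± 4.32 (n = 4) (exact permutation test, p = 0.514). Its sign reversed to 0.415 at CpGs with a value in every library, and to 0.611 without E18.5 replicate 14. In heart the level differed by 2.06 percentage points between P1 and P20 (exact permutation test, p = 0.317), and by 3.36 at CpGs with a value in every library (exact permutation test, p = 0.00794). The paper proposes that the lower level in newborn liver reflects more cell divisions.

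**Figure D5:**
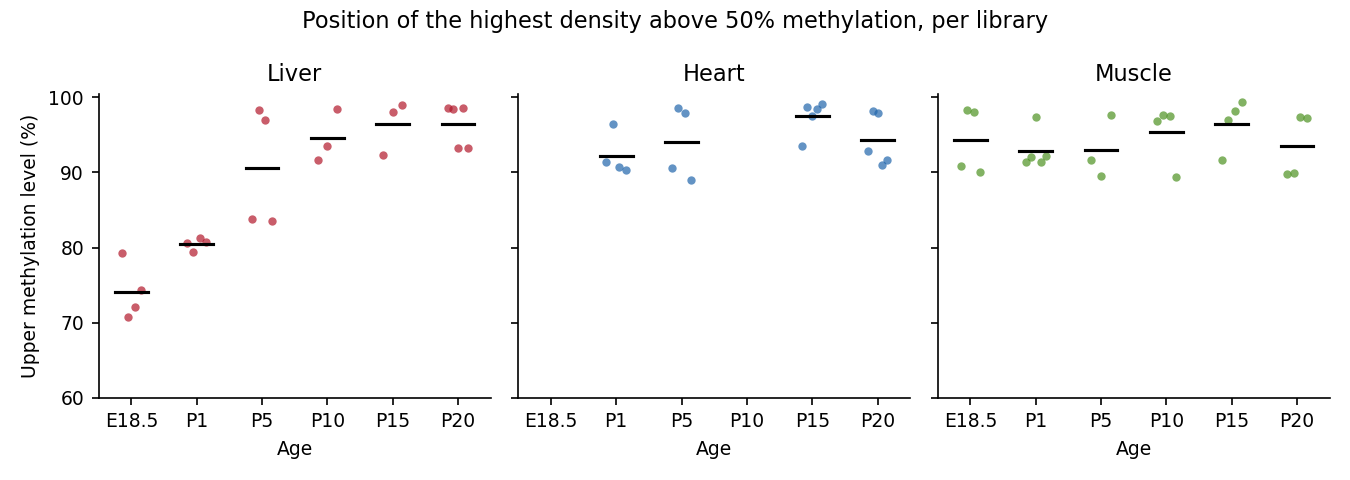
Upper methylation level (percent) of each RRBS library (points) by age with the mean per age (bars) in liver, heart and muscle; the axis starts at 60%. All liver libraries at E18.5 and P1 lie below 82%, and heart has no points at E18.5 and P10, which were not analysed.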

**Figure 3:**
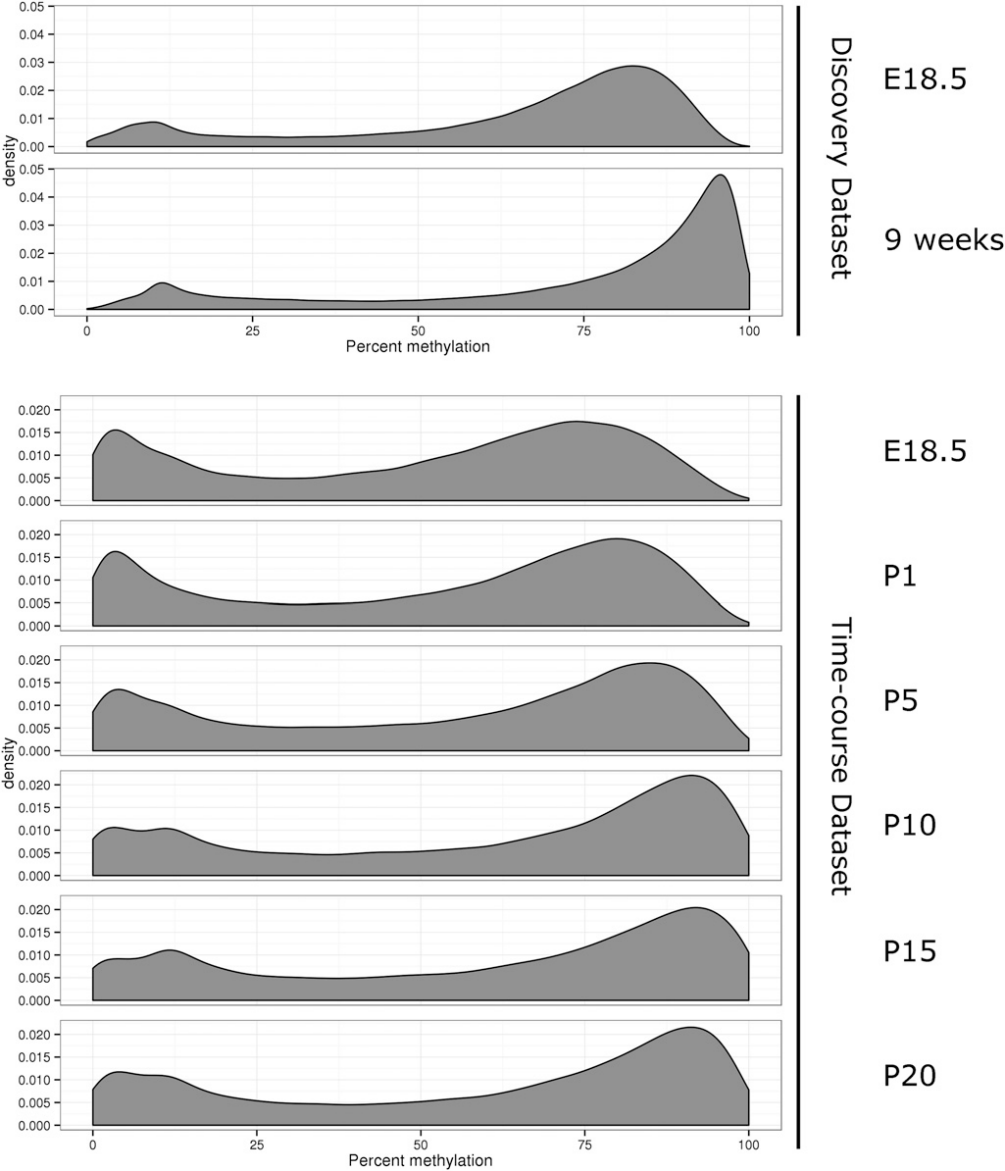
Distribution of the extent of DNA methylation throughout the genome for each age group. Overall genomic methylation patterns change with age. The figure shows the proportion of CpGs (*y*-axis) with a specific methylation level (*x*-axis in percent) for the discovery and time-course datasets. Note that the maximum methylation level increases with age, possibly reflecting the decrease in cell divisions (see main text for details). E, embryonic day; P, postnatal day.

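By age, the upper level in liver was 80.5% ± 0.820 (SD, n = 4) at P1, 90.6% ± 8.09 (n = 4) at P5, 94.6% ± 3.48 (n = 3) at P10 and 96.4% ± 3.64 (n = 3) at P15. At P5 it took separate values, 83.8% and 83.5% in replicates 1 and 5 and 98.2% and 97.0% in replicates 3 and 4. CpGs read as fully methylated made up 2.86% of the values at E18.5 and 12.4% at P20. A measure that leaves such values out of each library, chosen after the data were seen, gave 74.1% ± 3.78 at E18.5 and 90.9% ± 0.572 at P20.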

Since cell division cannot explain the extensive changes in DNA methylation observed in liver postnatally, we then investigated the possible contribution of variations in cell composition.

### HSC migration precedes epigenetic changes

Prior to birth, the liver is the primary site of hematopoiesis and HSCs migrate to the bone marrow just before or after birth (Mikkola and Orkin 2006). Histological analyses showed that the liver samples consisted of more than 60% HSCs at birth, but that HSCs made up < 4% of the livers by P10 (Table 1). Therefore, the migration of HSCs from the liver postnatally is not sufficient to explain the dramatic epigenetic changes that we observed between P10 and P20. 

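With the 5000 CpGs chosen without the library compared, and before rescaling to the left-out E18.5 and P20 libraries, the share reached in liver rose by 16.8 percentage points from P10 (n = 3) to P20 (n = 5) (exact permutation test, two-sided, p = 0.0179, the smallest that 56 permutations can give). From P15 (n = 3) to P20 it rose by 5.94 (exact permutation test, p = 0.161). Rescaled to the left-out libraries, the share was 44.1% at P5 and 74.7% at P10, so most of the change came before P10. Hematopoietic cells fall most between P1 and P10 in the paper's Table 1. The part of the change before P10 cannot be told apart from their loss here. From the small share of HSCs left at P10 and the changes that follow, the paper concludes that the migration of these cells is not enough to explain them.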

Note that our data are in agreement with previously published data (Waterland *et al.* 2009), although we observed a slightly higher proportion of remaining HSCs in our experiments at P5 than previously reported. After P10, the livers were composed primarily of hepatocytes and hepatocyte precursors, with adult-like morphology (easily discernible lobules with a central vein and portal triads) and cellular composition (primarily hepatocytes). Figure S8 shows representative H&E stained liver sections from the different age groups.

**Table 1:** Tissue composition of the liver from E18.5 through P20

Age	Liver Parenchyma (%)	Hematopoietic Cells (%)
E18.5	52	48
P1	38	62
P5	56	38
P10	96	4
P15	99	1
P20	100	0

E, embryonic day; P postnatal day.

### Postnatal epigenetic reprogramming occurs concurrently with hepatocyte differentiation

To characterize the timing of hepatocyte differentiation, we quantified the abundance of transcripts specific to a given cell type in each liver sample. *Albumin* expression, a marker of hepatocytes and hepatocyte precursors (Tanimizu and Miyajima 2004), decreased between E18.5 and P5. *Albumin* expression then increased to roughly twice the E18.5 value at P10 and remained stable thereafter (Figure S7). These observations mirrored our histological results, which showed a decrease in the proportion of hepatocytes at P1 followed by a large increase in hepatocytes between P5 and P10 (Table 1). *Tryptophan 2,3-dioxygenase* (*Tdo2*) (Cai *et al.* 2007; Nagao *et al.* 1986) and *serine hydratase* (*Sds*) (Noda *et al.* 1990) are markers of differentiated hepatocytes, and *alpha-fetoprotein* (*Afp*, Figure 4) (Tanaka *et al.* 2009) is a marker of hepatocyte precursors. Analysis of these markers revealed that hepatocyte differentiation began at P5 with the largest change occurring between P10 and P15 (Figure 4 and Figure S7). These observations indicate that the extensive epigenetic changes observed in the liver after birth largely overlap with the timing of the terminal differentiation of hepatoblasts into hepatocytes.

**Figure 4:**
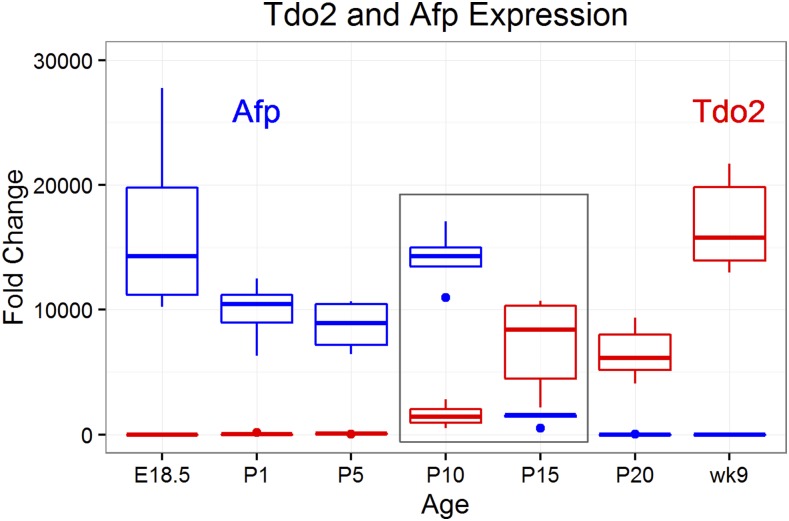
Timing of terminal differentiation of hepatocytes. We quantified *Afp* (a marker of hepatocyte precursors) and *Tdo2* (a marker of differentiated hepatocytes) using qRT-PCR in liver at ages from E18.5 through 9 wk. *Afp* decreased dramatically between P10 and P15 (boxed), which was the same time period during which a large increase in *Tdo2* occurred. E, embryonic day; P, postnatal day; qRT-PCR, quantitative reverse transcription-polymerase chain reaction.

### Epigenetic reprogramming during hepatocyte differentiation localizes in enhancer elements

To investigate the biological context of these epigenetic changes, we tested whether specific genic or genomic features were associated with these extensive postnatal DNA methylation changes. For these analyses, we considered separately CpGs that changed by between 5 and 30%, or those that changed by a minimum of 30%. We analyzed CpGs grouped by the pattern and direction of the change in DNA methylation (as outlined in the *Materials and Methods*).

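The 4316 liver CpGs called between E18.5 and P20 with a change over 30 percentage points were sorted by the authors' rules. At 2940 (68.1%) at least 50% of the change fell in a single interval (discrete), 416 (9.64%) changed in the same direction throughout with no interval reaching that share (continuous), and 960 (22.2%) were other. Among CpGs that lost methylation, 727 were discrete, 108 continuous and 224 other. Among those that gained it, 2213 were discrete, 308 continuous and 736 other. With a limit of 60%, 1826 were other, the alternative that moved the classes of these CpGs most. The interval holding the change of discrete CpGs was E18.5 to P1 in 16.8%, P1 to P5 in 16.4%, P5 to P10 in 21.6%, P10 to P15 in 20.4% and P15 to P20 in 24.7%. In 100 reassignments of the ages between E18.5 and P20, chosen after the classes were seen, discrete CpGs numbered 3784 on average (2946 to 4240), continuous 99.4 (5 to 418) and other 433 (71 to 952). The classes rest on means of 3 to 5 libraries per age.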

In our dataset, out of the 2293 CpGs located in promoter regions (defined as 1 kb upstream of a transcription start site), only 5.3% changed their DNA methylation by more than 30%. 

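Of the 70026 liver CpGs that were tested and placed on the mm9 annotation, 6164 (8.80%) lay within 1 kb upstream of a transcription start site, and 299 of these (4.85%) were called with a change over 30 percentage points between E18.5 and P20. Over all CpGs the share was 6.15% (4309). Compared with 1000 random sets of CpGs without matching, promoters were depleted 1.27-fold (permutation test, p = 0.002, the smallest that 1000 sets can give). Called CpGs had a mean of 10.9 CpGs within 200 bp, against 13.5 over all tested.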

Compared to the percent of all CpGs analyzed that changed their methylation by more than 30% (8.5%), this represents a 1.60-fold depletion, suggesting that DNA methylation at CpGs in promoter regions is proportionally less often affected by the age of the animal than an average CpG in the genome. However, this analysis does not take into account possible differences in CpG content between different genomic contexts that may affect DNA methylation. Therefore, we calculated the enrichment in differentially methylated CpGs of each genomic feature by randomly subsampling regions of the genome with similar CpG density (see *Materials and Methods* for details).

After this adjustment, we observed that genic context (promoters, exons, and introns) had little influence on differential methylation between ages. By contrast, temporal changes in DNA methylation occurred much more often than expected by chance in regions of DNase hypersensitivity (2.34–7.89-fold enrichment), with marks commonly found in enhancers such as H3K4me1 (1.95–3.41-fold enrichment), or H3K27ac (2.35–5.74-fold enrichment) (Figure 5). 

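With random sets matched on the number of CpGs within 200 bp, the fold enrichment of CpGs changing by over 30 percentage points was 0.975 in promoters (299 CpGs against a mean of 307, p = 0.653, two-sided permutation test from the share of sets as extreme), 1.05 in exons (p = 0.144), 1.10 in introns (p = 0.002, the smallest these sets can give) and 0.889 in intergenic regions (p = 0.002). Of the 3 alternatives set for the promoter value, CpGs changing by 5 to 30 percentage points moved it most, to 0.737. By direction, promoters had 0.821 among CpGs that rose and 1.40 among those that fell (permutation tests, each p = 0.002), and intergenic regions had 0.979 and 0.601. The difference between the directions was not tested. CpGs near each other are not independent, so these p-values are smaller than they would be for independent CpGs. After its adjustment for CpG density, the paper concludes that genic context matters little for differential methylation between ages. It also states that most changes lie outside genes and their promoters, while 1507 of the 4309 CpGs here (35.0%) were intergenic. The paper used UCSC genes rather than GENCODE, and its set of CpGs may differ. Enhancer marks were not analysed here.

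**Figure D6:**
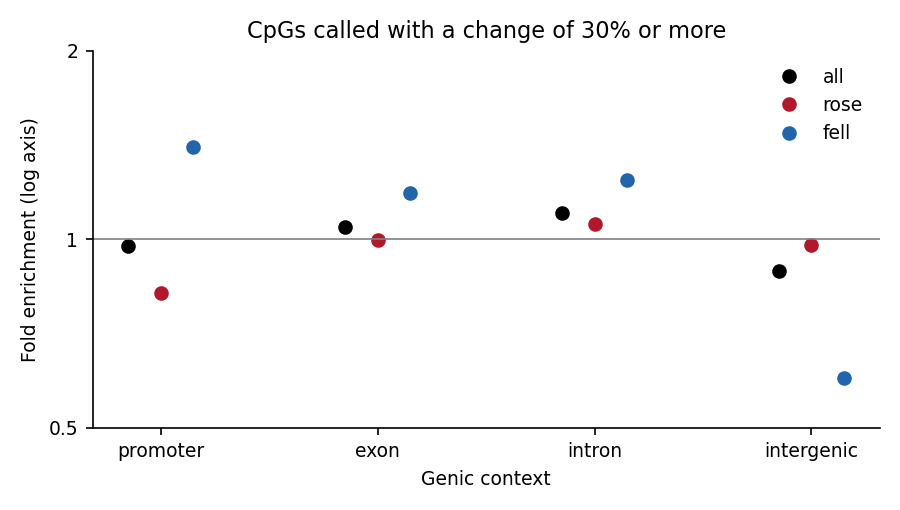
Fold enrichment (log axis) of liver CpGs called with a change over 30 percentage points between E18.5 and P20 in each genic context, for all of them and for those that rose or fell, against matched random sets. The value for CpGs that fell is 1.40 in promoters and 0.601 in intergenic regions.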

In fact, despite only roughly 25% of the CpGs in our dataset overlapping H3K4me1 regions, more than 85% of the CpGs that decreased methylation by > 30% overlapped H3K4me1 marks. For CpGs that increased by > 30%, 50–57% of CpGs overlapped H3K4me1 marks. Interestingly, H3K4me3 was enriched (2.01–3.94-fold enrichment) and H3K27me3 was depleted for differential methylation (1.47–5.24-fold depletion), while both histone marks are typically found in promoters, though recent evidence suggests that H3K4me3 may also be present in select enhancers (Chen *et al.* 2015; Pekowska *et al.* 2011). H3K9ac, which is generally associated with transcriptionally active chromatin (Qiao *et al.* 2015), was also enriched for differential methylation (1.33–5.13-fold enrichment). CTCF binding sites did not seem preferentially affected by the changes in DNA methylation (1.93–2.43-fold depletion). H3K36me3, often found toward the 3′-end of actively transcribed genes (Wagner and Carpenter 2012), was slightly enriched (1.34–3.51-fold enrichment), except for CpGs that increased in the “other” pattern group. H3K79me2, which is generally associated with transcriptionally active genes (Steger *et al.* 2008), was slightly enriched (1.74–3.51-fold enrichment). The detailed analyses for all CpGs that changed by 5–30% are presented in Figure S9. Overall, our analyses revealed that most of the age-related epigenetic changes occur largely independently of the genic context and primarily in regions where histone marks are suggestive of the presence of enhancers (Onder *et al.* 2012; Guenther *et al.* 2008; Yoo and Hennighausen 2012; Rada-Iglesias *et al.* 2011; Zentner *et al.* 2011; Hon *et al.* 2013).

**Figure 5:**
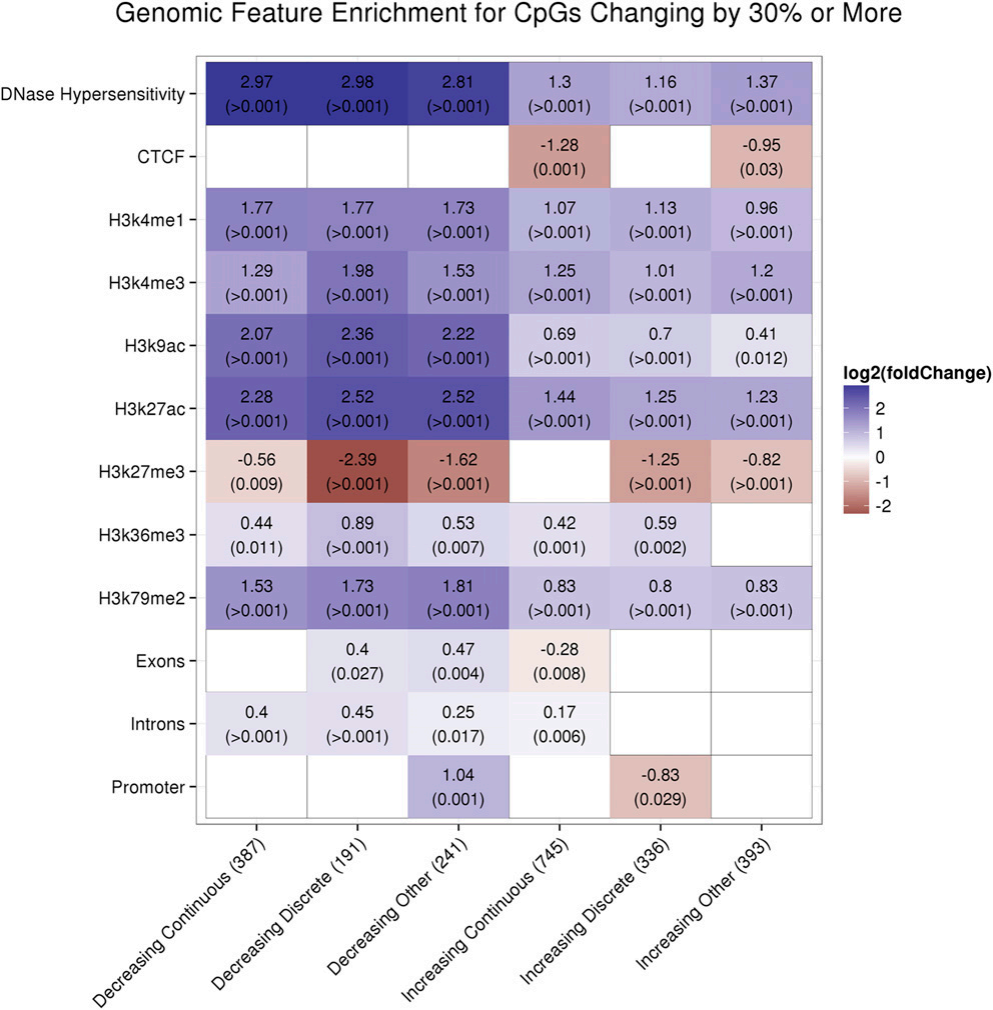
Enrichment for CpGs changing by 30% or more in different genomic contexts. We calculated enrichment values for genomic contexts for CpGs changing by 30% or more. The CpGs were grouped by direction and pattern of change as described in the *Materials and Methods*. Note that only statistically significant enrichment values are shown. We generated p-values, indicated in parentheses beneath the fold change values, for each by resampling the data 1000 times, while correcting for local CpG density as detailed in the *Materials and Methods*.

## Discussion

In contrast to histone modifications, DNA methylation marks are typically considered to be established early in development and to be stable during adult life (Bird 2002; Law and Jacobsen 2010). However, recent *in vitro* studies have shown that DNA methylation can change during terminal differentiation of cells (Stadler *et al.* 2011; Scharer *et al.* 2013; Laurent *et al.* 2010). We showed here that extensive DNA methylation changes occur postnatally in the liver, mostly between P5 and P20. Based on our analysis, HSCs constitute more than half the cells of the liver at E18.5, but only represent ∼4% of the cells in the liver at P10. This indicates that the extensive changes in DNA methylation observed in postnatal liver are unlikely to be caused by the exodus of HSC from the liver. The liver also dramatically increases in size after birth, primarily due to cell division and multiplication of hepatocytes. Cell division can affect estimation of DNA methylation since, after DNA replication, there is a short period when the newly synthesized DNA strand is unmethylated. Thus, if 10% of the cells of a given sample are actively dividing, one would expect a decrease of DNA methylation of 5% (assuming that all cells are methylated at this locus). While this temporary loss of methylation would affect the entire genome, it is possible that methylation marks in some regions may be systematically restored faster than in other regions (based on the kinetics of DNA methyltransferase protein binding or the local chromatin structure). While our analyses of the DNA methylation patterns are consistent with variations in cell division rates, this cellular process is unlikely to explain the magnitude of the DNA methylation changes that we observe at many loci throughout the genome. By contrast, the terminal differentiation of hepatoblasts into hepatocytes coincides with the timing of the DNA methylation changes in the postnatal liver and suggests that this cellular process is responsible for the epigenetic changes in the liver (Figure 6). Therefore, analyses of the genomic context of the CpGs that are differentially methylated at different time points might provide important insights into the biological mechanisms responsible for terminal differentiation of hepatocytes. This knowledge is particularly valuable since we do not currently have a robust model to study this phenomenon *in vitro*. Our study reveals that most genome-wide changes in DNA methylation occurred outside of genes and gene promoters, which also highlights the advantage of a global approach rather than studies that focus almost exclusively on gene promoters (Waterland *et al.* 2009). In our study, differentially methylated CpGs were significantly overrepresented in regions where histone marks (H3K27ac and H3K4me1) indicate the presence of distal gene enhancers (see *e.g.*, Figure S10). In particular, these regulatory regions were highly enriched in CpGs that decreased their methylation status from E18.5 through 9 wk. These findings agree with previous studies that showed the critical role of enhancer regions in cellular differentiation, and suggests that the epigenetic mechanisms controlling embryonic stem cell fate are similar to those underlying terminal differentiation (Gifford *et al.* 2013; Xie *et al.* 2013; Whyte *et al.* 2012; Kaaij *et al.* 2013). Our study also provides a solid foundation for future studies aimed at understanding which genes these differentially methylated enhancers regulate, and how these genes drive the differentiation of hepatoblasts.

**Figure 6:**
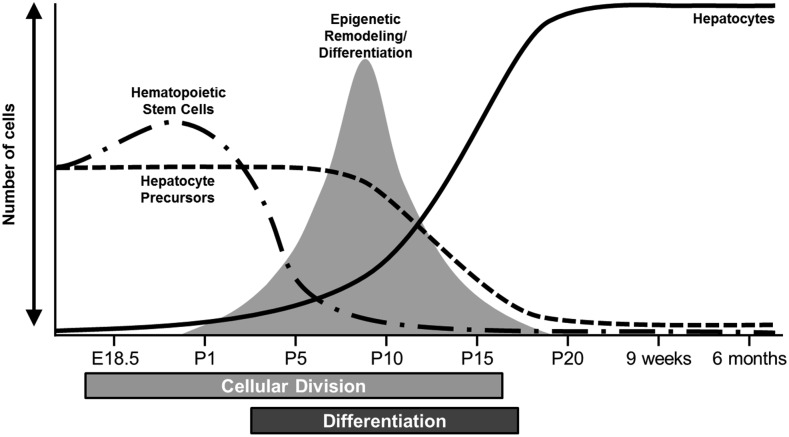
Summary of the changes occurring in postnatal liver. The figure summarizes the cellular changes occurring in the liver after birth including: the decrease in hematopoietic cell population (dash/dot line), the decrease in the number of hepatocyte precursor cells (dashed line), and the increase in the number of hepatocytes (solid line). The figure also shows when most of the epigenetic remodeling occurs. E, embryonic day; P, postnatal day.

Our findings have implications for diseases of the liver. First, our study describes extensive epigenetic alterations that occur during early postnatal development, a critical period for the establishment of adult liver function. While we cannot definitively explain the cause of these epigenetic changes (due to the cellular complexity of the developing liver), we believe, based on the timing of these changes, that they are primarily driven by the terminal differentiation of hepatocytes and speculate that DNA methylation is an important mechanism in cell fate determination in these cells. Further investigations of the molecular mechanisms underlying these DNA methylation changes could improve our understanding of how hepatocytes terminally differentiate, which will be critical to better understand the regenerative properties of the liver and explore possible therapeutic avenues exploiting this feature. Second, our analyses showed that DNA methylation in the liver is dramatically altered after birth. This observation is important as DNA methylation has been proposed to underlie the translation of maternal stimulus into long-lasting molecular consequences. The *in utero* environment has been shown in many animal models and epidemiological studies to influence the risk of developing diseases in adulthood (Barker 1997; Warner and Ozanne 2010). Our results suggest that further research is needed to determine if changes to DNA methylation *in utero* are maintained through the extensive reprogramming that coincides with hepatocyte differentiation and show if modification of DNA methylation in the liver could be responsible for this phenomenon.

Overall, our findings highlight the complexity and dynamicity of epigenetic regulation in the liver during early postnatal development, and point toward aspects of liver biology that are important for future research to investigate in order to better understand the mechanisms underlying the terminal differentiation of hepatocytes, as well as the molecular etiology of liver diseases.

## 

## Supplementary Material

Supplemental Material

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth — Supplemental Material 

# Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth

## Supplemental Material for Cannon *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - Multiple dimensional scaling analyses of outliers. (.pdf, 211 KB)
- Figure S10 - Example genome browser view of E18.5 and nine week methylation and histone modifications. (.pdf, 259 KB)
- Table S3 - Shared CpGs changing between time periods. (.pdf, 183 KB)
- Figure S2 - GC/CpG bias. (.pdf, 234 KB)
- Figure S3 - RRBS/LSBS comparison. (.pdf, 296 KB)
- Figure S4 - Multiple dimensional scaling analyses. (.pdf, 276 KB)
- Figure S5 - Comparison of discovery and time-course RRBS datasets. (.pdf, 206 KB)
- Figure S6 - Liver weight from P1 through P20. (.pdf, 158 KB)
- Figure S7 - Gene expression of *Cyclins* and hepatocyte expressed genes. (.pdf, 282 KB)
- Figure S8 - Liver histology. (.pdf, 395 KB)
- Figure S9 - Enrichment for CpGs changing by between 5% and 30% in different genomic contexts. (.pdf, 245 KB)
- Table S1 - PCR primers. (.xls, 48 KB)
- Table S2 - Sequence data summary numbers. (.xlsx, 16 KB)

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

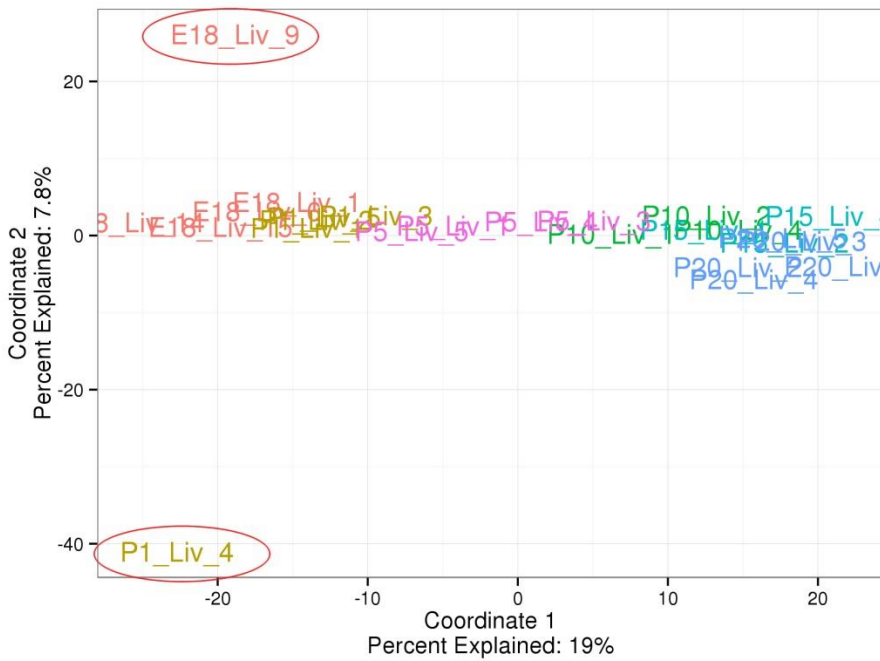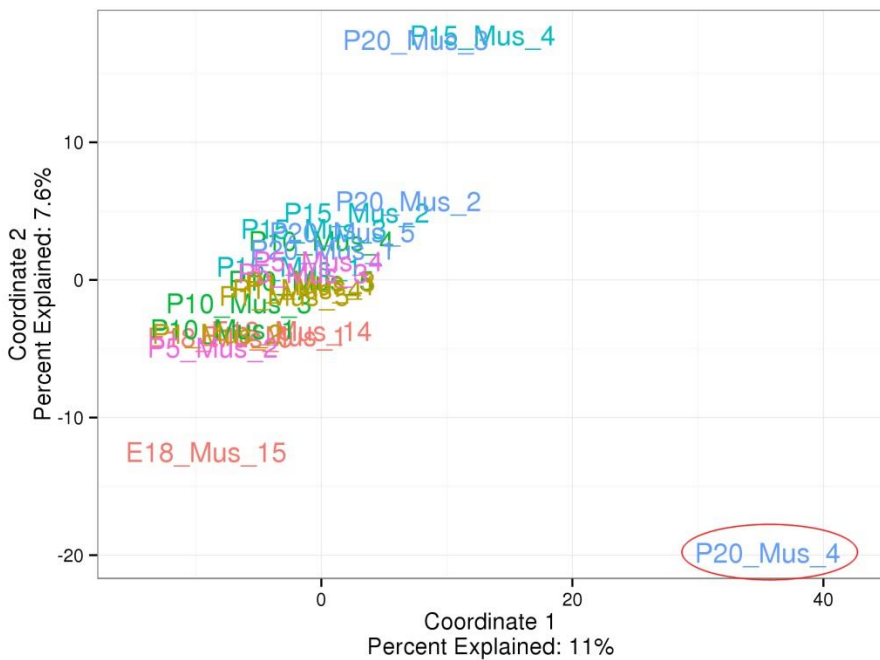

Figure S1: Multiple dimensional scaling analyses of outliers

We performed multiple dimensional scaling to identify outliers in our datasets. Coordinates 1 and 2 are presented as scatterplots with the age of each sample labeled. Outliers removed from the analyses are circled.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

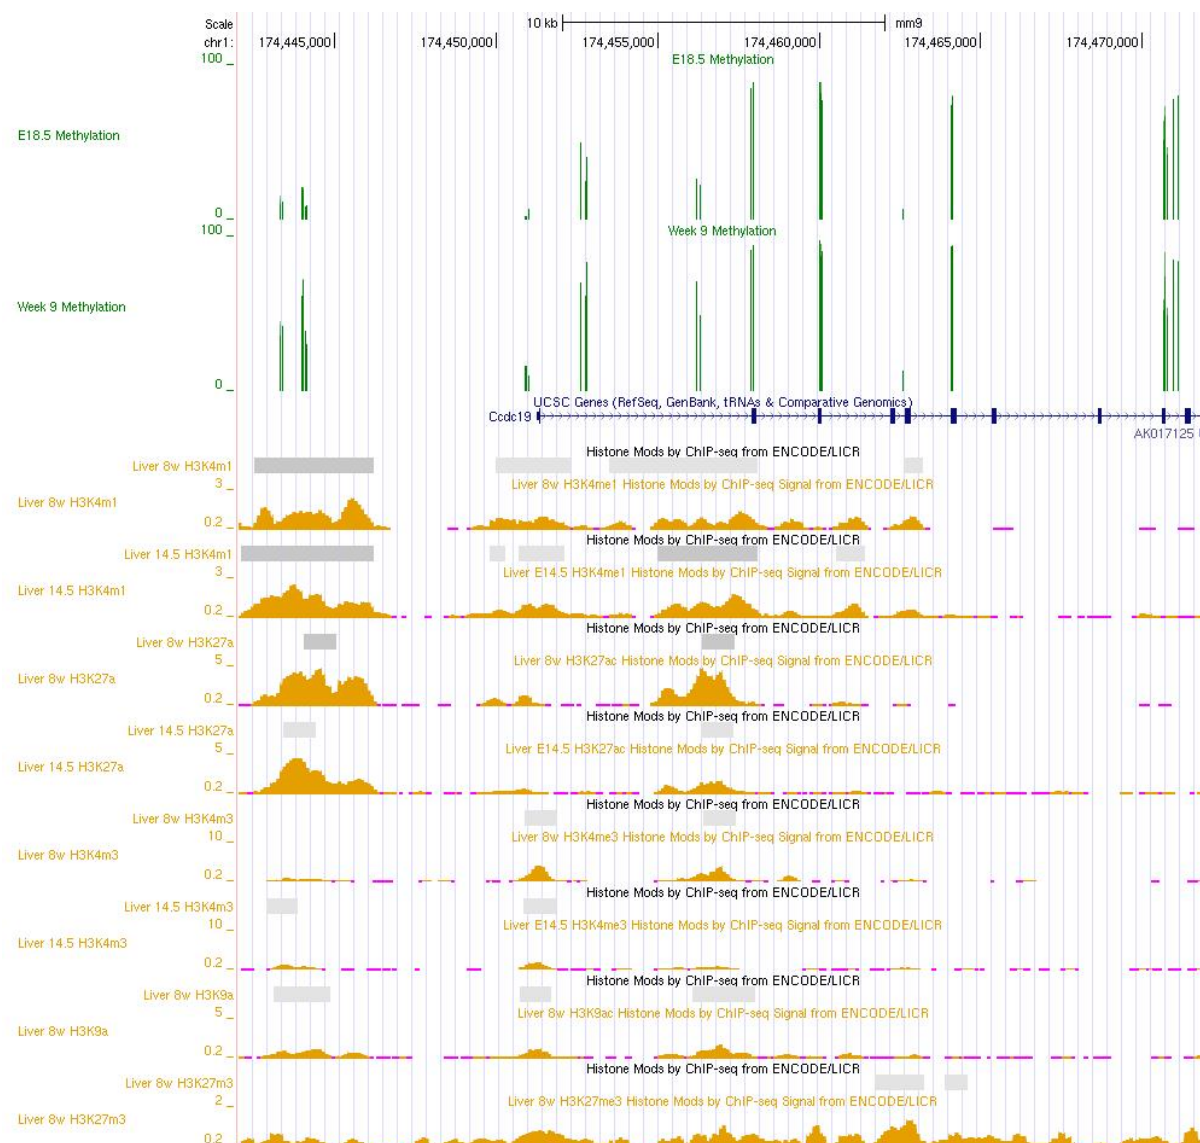

Figure S10: Example genome browser view of E18.5 and nine week methylation and histone modifications.

We uploaded average methylation data for E18.5 and nine week samples from the discovery dataset to the UCSC browser as bedGraph files. Encode histone modification data are shown below. DNA methylation changes most dramatically upstream of the gene in a region overlapping H3K4me1 and H3K27ac histone modifications. Methylation in the promoter and genic regions are less affected except for intronic methylation overlapping regions with histone modifications.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

Table S3: Shared CpGs changing between time periods

|                | <b>E18-P1</b> | <b>P1-P5</b> | <b>P5-P10</b> | <b>P10-P15</b> | <b>P15-P20</b> |
|----------------|---------------|--------------|---------------|----------------|----------------|
| <b>E18-P1</b>  | <b>117</b>    | <b>2</b>     | <b>6</b>      | <b>5</b>       | <b>2</b>       |
| <b>P1-P5</b>   |               | <b>277</b>   | <b>24</b>     | <b>20</b>      | <b>7</b>       |
| <b>P5-P10</b>  |               |              | <b>754</b>    | <b>103</b>     | <b>52</b>      |
| <b>P10-P15</b> |               |              |               | <b>1,136</b>   | <b>223</b>     |
| <b>P15-P20</b> |               |              |               |                | <b>843</b>     |

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

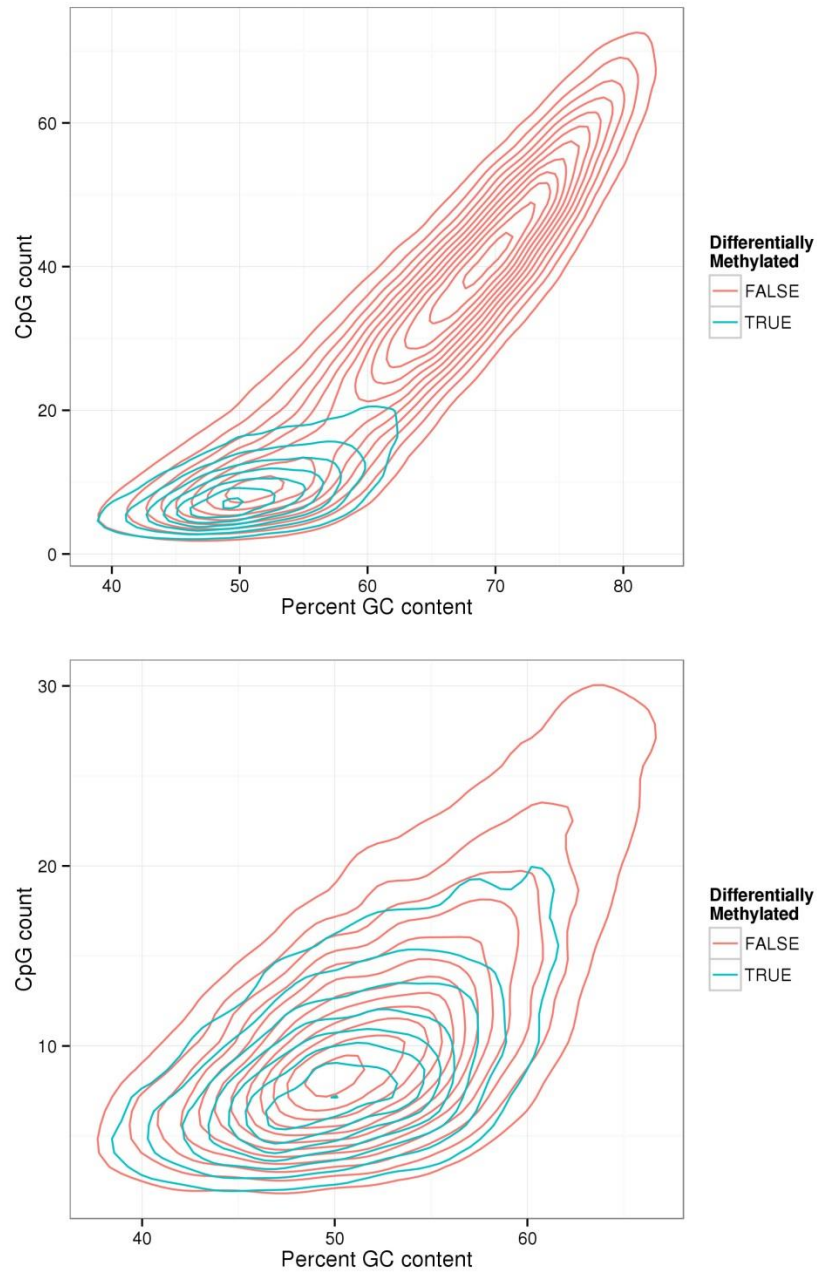

Figure S2: GC/CpG bias

Initially, there was a bias in the RRBS data due to differences in local GC and CpG counts in a large population of CpGs that are unmethylated in all samples (Top). After removal of all CpGs unmethylated in all samples, the bias was largely eliminated (bottom).

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

### Comparison of RRBS and LSBS methylation estimates

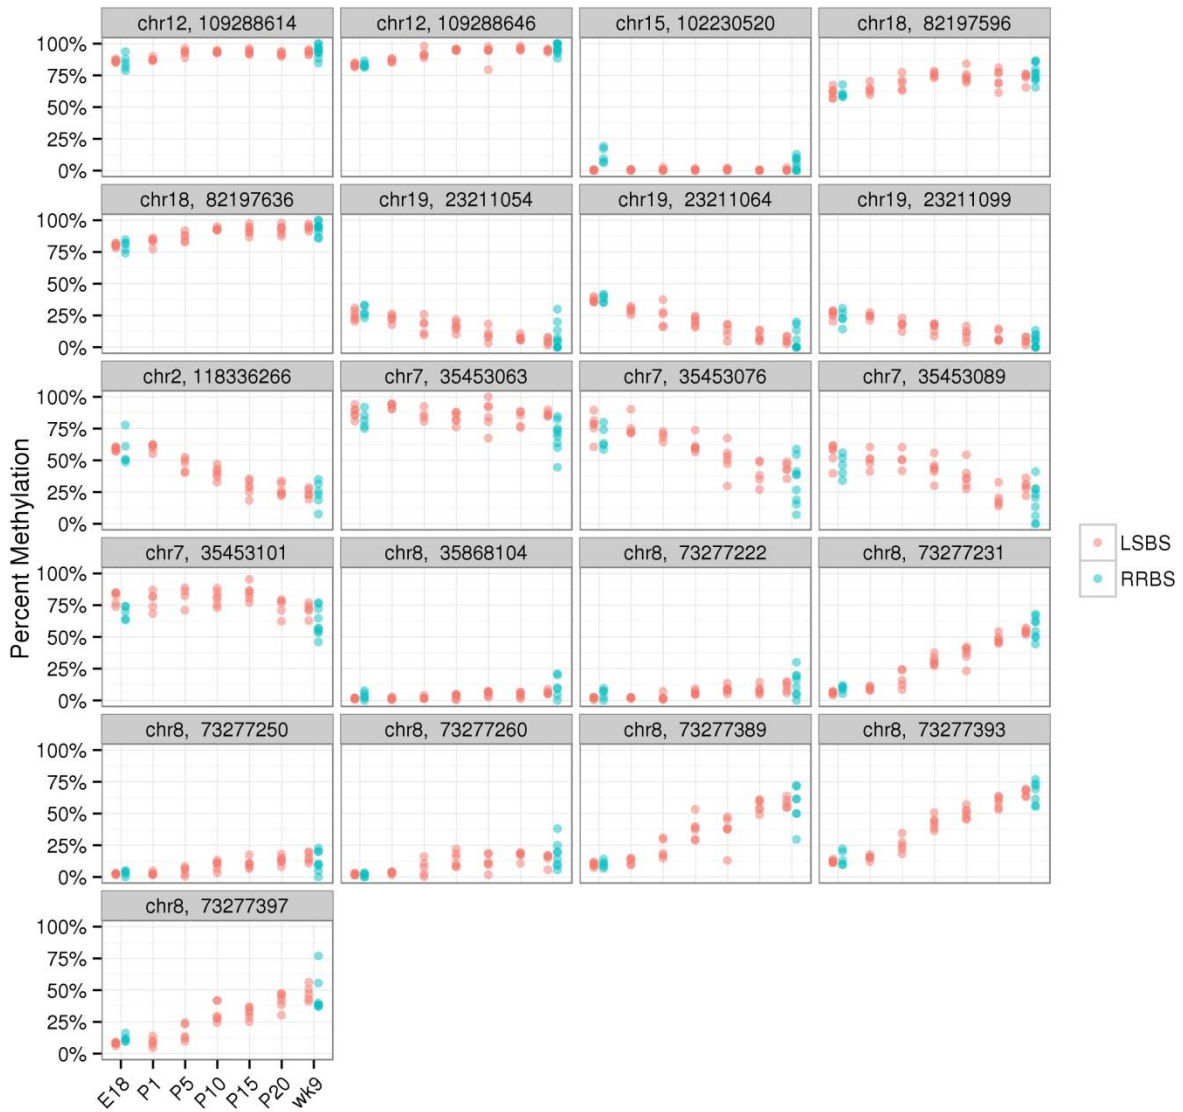

Figure S3: RRBS/LSBS comparison

To determine the reliability of the RRBS data (blue points), we generated LSBS data (red points) for CpGs covered by the RRBS data. No CpGs were significantly different between the two datasets ( $p > 0.05$ ).

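By LSBS alone, 102 of the 124 CpGs differed between E18.5 (n = 6) and 9 wk (n = 5) at an adjusted p of at most 0.1 and by more than 5 percentage points (limma), 70 with a gain and 32 with a loss, and 109 had an unadjusted p under 0.05. Among the CpGs of Figure S3, 18 of 21 passed. The CpG that names each amplicon, or the one next to it, is given with its mm9 position. Among these 11 CpGs, the largest gain was on chromosome 11 at 21904683 (GCTGCAGTAACGCGACTCCTAG), 1148 bp from Ehbp1, from 4.72% ± 2.52 (SD, n = 6) at E18.5 to 46.0% ± 4.60 (n = 5) at 9 wk. The largest losses among them were on chromosome 2 at 118336266 (TGGGCCTTGGCGAGGAGTTAAT), 18227 bp from Bmf, from 58.9% ± 1.52 to 24.1% ± 3.66, and on chromosome 7 at 35453076 (TGGGAGGCTTCGGCAGAATTTC), in an intron of Gm12756, from 77.3% ± 9.47 to 43.3% ± 5.10. At this CpG P1 replicate 2 and P10 replicate 4 lay far above the other livers of their age. Gains of 11.4 to 15.1 percentage points occurred on chromosome 12 at 109288646, chromosome 18 at 82197710 and chromosome 6 at 126368042. P15 replicate 3 was far below the other P15 livers at the CpGs on chromosomes 12 and 18. Methylation decreased by 10.7 percentage points on chromosome 10 at 117336769 and decreased by 12.1 on chromosome 19 at 23211118. On chromosome 8, the CpG at 73277222 gained 8.87 percentage points, and 1 liver at E18.5 and 1 at P5 lay far from the others. The CpG at 35868104, where P5 replicate 5 was far above the others, gained 4.75, under the limit for a call, and 5.08 without 9 wk replicate 134. These CpGs understate their amplicons, whose means rose from 4.73% to 30.4% (15 of 15 CpGs called) and from 1.45% to 18.7% (15 of 18). The named CpG on chromosome 7 overstates its amplicon, whose mean fell from 75.4% to 66.4% (5 of 11 called). The CpG on chromosome 15 at 102230520 was 0.339% ± 0.388 at E18.5 and 0.634% ± 1.03 at 9 wk (adjusted p = 0.645, limma), a difference of 0.295 that became -0.161 without 9 wk replicate 14. Single livers at P5, P20 and 9 wk lay far above the others there.

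**Figure D7:**
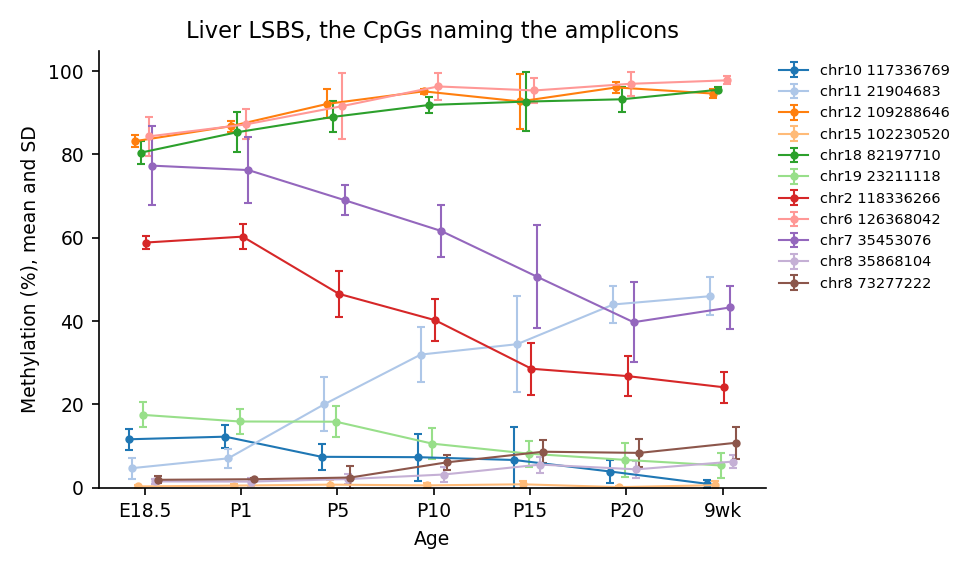
Methylation in percent (mean and SD over 4 to 6 livers per age) by LSBS at the 11 CpGs from E18.5 to 9 wk. The CpG on chromosome 11 runs from 4.72% to 46.0%.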

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

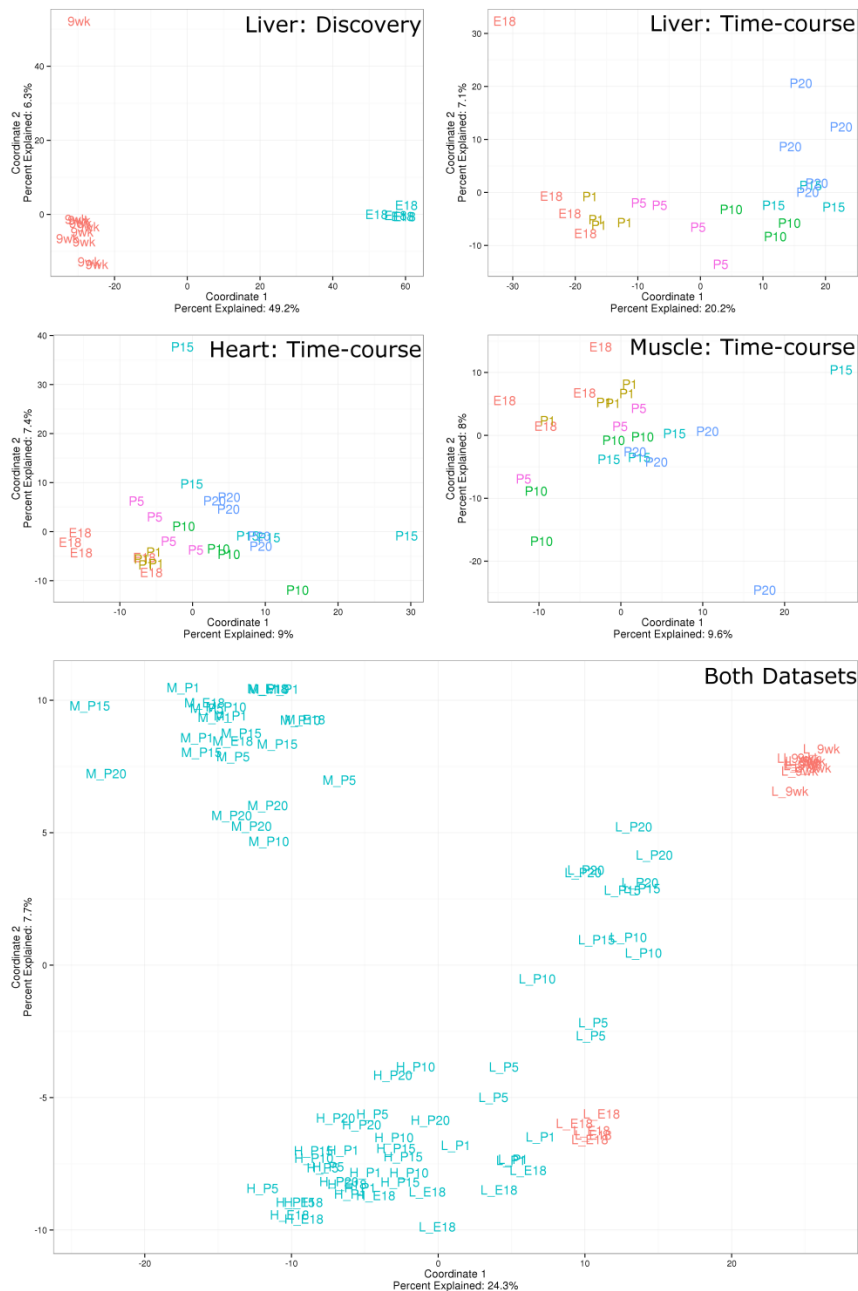

Figure S4: Multiple dimensional scaling analyses

To determine how age influenced methylation in the RRBS datasets, we performed multiple dimensional scaling analyses. Coordinates 1 and 2 are presented as scatterplots with the age of each sample labeled. 

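The order of the time-course libraries of heart and muscle along the MDS coordinates was compared with age by Spearman and Pearson correlations with permutation tests. In heart the first coordinate was not related to age (permutation tests, rho = 0.0533, p = 0.832, and r = 0.113, p = 0.663, with adjusted p for rho = 0.896). Without 2 of the P1 libraries, all equally far from the median age, r was 0.162. The second heart coordinate carried 10.9% of the variance and followed age with rho = 0.764 (p = 0.00043). With distances over all CpGs shared by each pair of libraries, rho for the first heart coordinate was 0.560 (p = 0.017). In muscle the first coordinate rose with age (permutation tests, rho = 0.489, p = 0.0163, and r = 0.477, p = 0.018, with adjusted p for rho = 0.0238). Without 2 of the P20 libraries, all equally far from the median age, r was 0.431. Under the alternatives the muscle rho ran from 0.268 (p = 0.206), with each CpG scaled to unit variance, to 0.673 (p = 0.00046), with the pairwise distances. The second muscle coordinate carried 8.29% of the variance and had rho = 0.708 (p = 0.00019).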

Age separated the samples along the first dimension for all four datasets, though the percent of the variance in the data explained by that vector was greatest for the liver samples.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

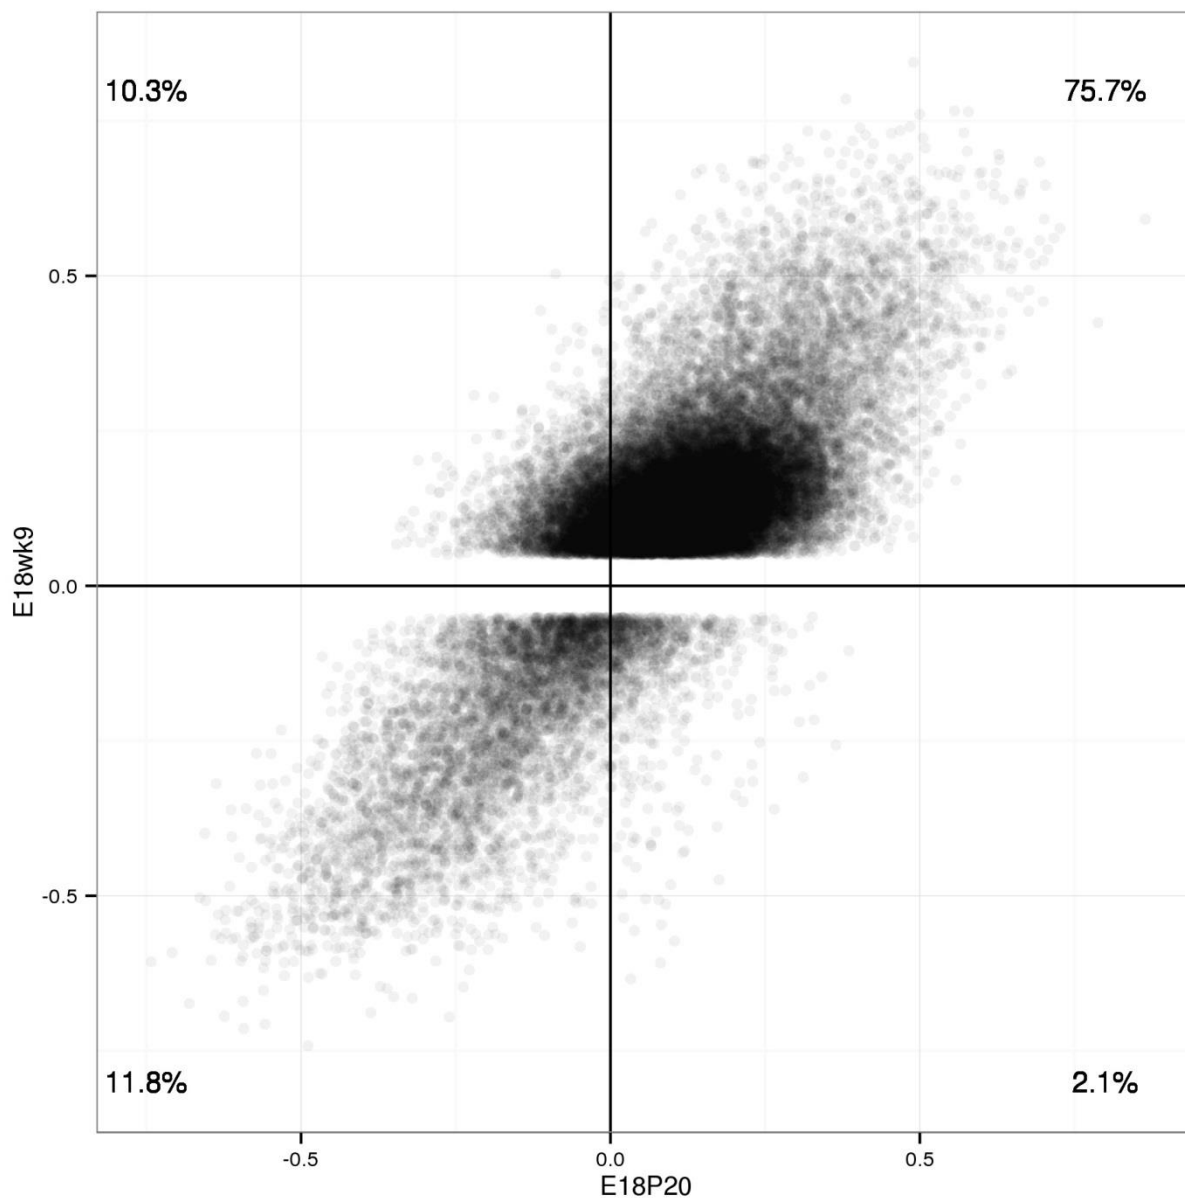

Figure S5: Comparison of discovery and time-course RRBS datasets

To determine reproducibility of the RRBS datasets, we plotted methylation values for each CpG for the discovery vs. the time-course datasets. The methylation values fall predominately along the 1:1 line with 87.5% of CpGs falling in the lower-left or upper-right quadrants.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

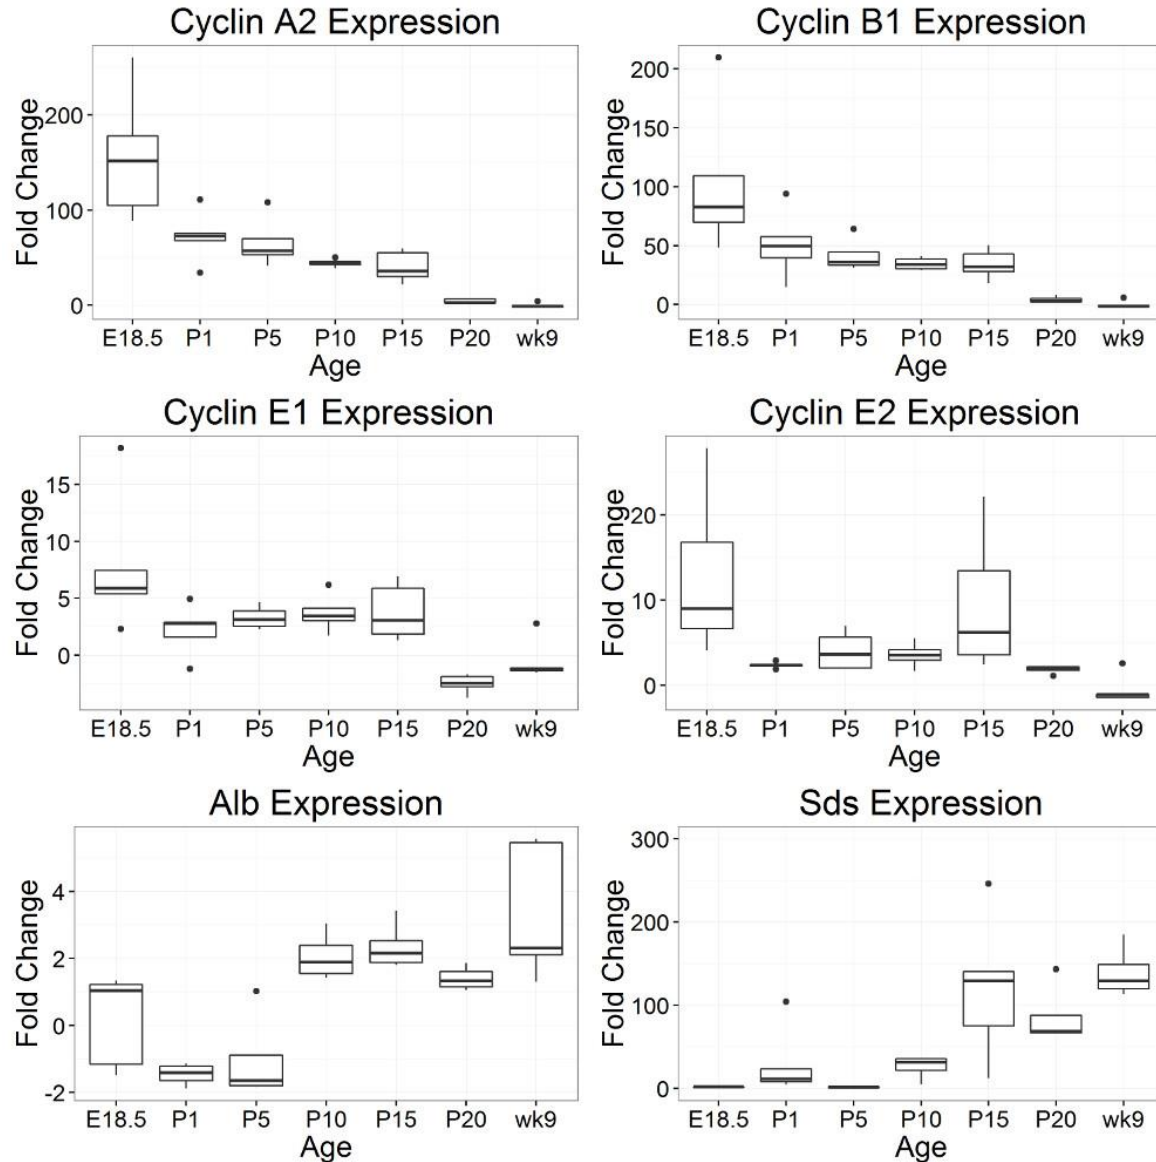

Figure S7: Gene expression of *Cyclins* and hepatocyte expressed genes

To estimate the rate of cellular division we quantified the expression of *Cyclin* genes. *Cyclin* expression was greatest at E18.5 and decreased with age. The expression at P20 was similar to the adult values. *Albumin* expression decreased from E18.5 through P5, then increased to roughly twice the E18.5 value. *Sds* expression (a marker of differentiated hepatocytes) begins to increase between P5 and P10 with a large increase between P10 and P15.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

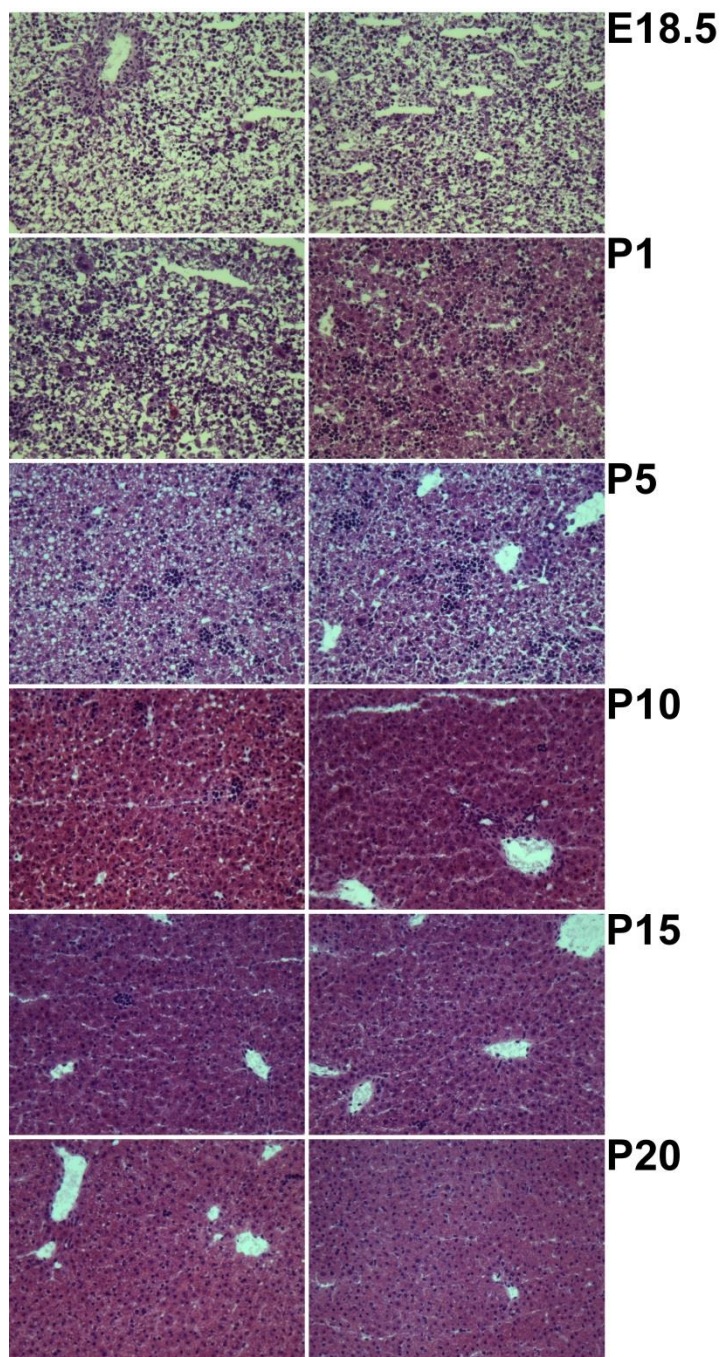

Figure S8: Liver histology

Example H&E stained liver sections are presented. Two replicates for each age are on each row. By P10 the liver displays adult pathology.

# Supplementary material for: Extensive Epigenetic Changes Accompany Terminal Differentiation of Mouse Hepatocytes After Birth
**Source:** G3 (Bethesda). 2016 Sep 21;6(11):3701–9. doi: 10.1534/g3.116.034785
**Supplement:** Supplemental Material

### Genomic Feature Enrichment for CpGs Changing by 5% - 30%

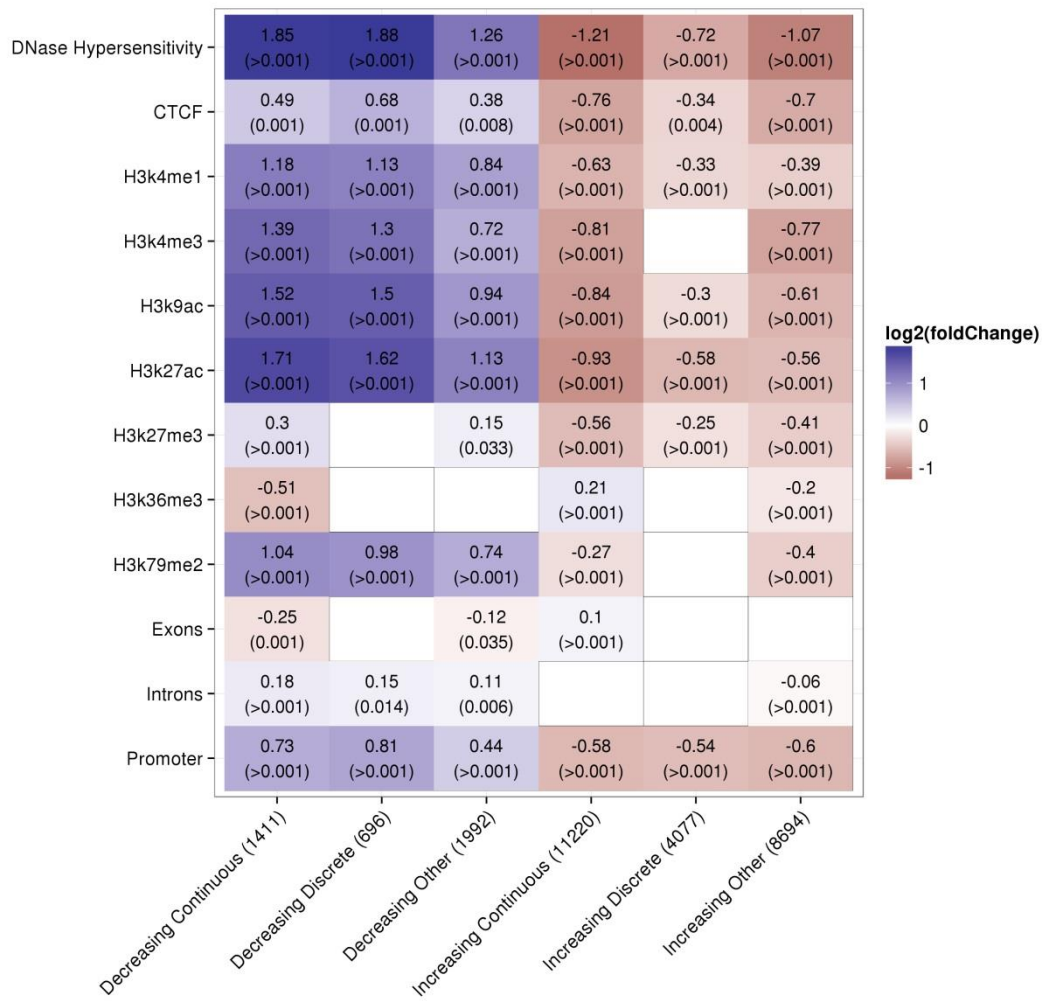

Figure S9: Enrichment for CpGs changing by between 5% and 30% in different genomic contexts.

We calculated enrichment values for genomic contexts for CpGs changing by between 5% and 30%. The CpGs were grouped by direction and pattern of change as described in the methods. Significant enrichment values are shown. We generated p-values, included beneath the fold change values in parenthesis, for each by resampling the data 1000 times, while correcting for local CpG density as detailed in the materials and methods.

How the deposited data were processed for this re-analysis (not part of the article)

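The analysis used the processed methylation tables of the time-course RRBS experiment (liver, muscle and heart) and of the LSBS experiment (liver). The discovery RRBS dataset and heart at E18.5 and P10 were not analysed here, and 22 columns of the tables were not used here. The time-course tables held 65 libraries used here: liver with 4, 4, 4, 3, 3 and 5 libraries from E18.5 to P20, muscle with 4, 5, 3, 4, 4 and 4, and heart with 4 at P1, 4 at P5, 5 at P15 and 5 at P20. The LSBS table held 39 livers.

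All values are methylation fractions deposited by the authors, that is, methylated reads over all reads of a CpG in a library, with no other normalization. The authors aligned the RRBS and LSBS reads to mm9 with Bismark, set RRBS CpGs under 10 reads in a library to missing, and removed CpGs missing in more than 20% of the samples and CpGs under 10% methylated in all samples. For LSBS they discarded CpGs under 100 reads. These filters were checked on the tables as far as missing and low values allow. In liver and muscle no CpG was missing in over 20% of the libraries, and none was under 10% in all of them. Among the heart libraries used, 11678 CpGs were missing in over 20% and 297 were under 10% in all. The LSBS table keeps 11 CpGs under 10% in all livers. Tables on mm10 were used only as an alternative. No counts of reads per CpG were used, so the depth behind single values is unknown. Table S2 gives the mean coverage per library, which was 24.1 to 145 reads in liver, 27.3 to 94.3 in heart and 23.9 to 78.8 in muscle, and no binomial intervals were computed.

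Groups were compared per CpG with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the fractions, at CpGs with at least 2 values in each age. A CpG was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a mean difference over 5 percentage points, the limits the paper states. The paper names a per-CpG test between groups with q-values; an unmoderated linear model with Storey q-values was run as an alternative. For 3 libraries per age all choices were run, because the paper's text does not name its draw. Consecutive ages were compared in a fit of all liver libraries. The liver and muscle changes were compared by an interaction term. CpGs changing by 30 percentage points or more between consecutive ages were counted on the means of all libraries with a value. The logit scale used an offset of 0.01. Classical MDS used Euclidean distances at CpGs with a value in every library. The upper methylation level was the position of the highest density above 50%, with R's default bandwidth, which was set after values with a fixed bandwidth had been seen. The share of the change reached was, per library, the ratio of summed changes since E18.5 in the direction of the call. Single values per library were compared by exact permutation tests, and correlations by 100000 permutations. LSBS and RRBS values of the same livers were compared by 100000 random sign flips over libraries, in place of all sign flips.

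Genic context came from the GENCODE annotation on mm9, with a promoter defined as 1 kb upstream of a transcription start site. Enrichments were computed against 1000 random sets of CpGs matched on the number of CpGs within 200 bp. The reference sequence was checked against the tables before use. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1, were used for annotation and plots.

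The CpGs named are the one that gives each LSBS amplicon its name in Table S1 (the CpG within 1 bp), and the 3 that rose most and the 3 that fell most in liver RRBS between E18.5 and P20 among those past the test with a value in every liver library, at most 1 per kb. This rule, the tests and most alternatives were set before the data were examined. Alternatives covered the test, the scale, the limits, missing values, autosomes, the libraries in the fit, each library left out in turn and the replicate number as a block. Later additions were the mm10 tables, an upper level without fully methylated CpGs, CpGs measured on the opposite strand in LSBS and RRBS, and the alternatives for single CpGs.

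The procedure was tested on simulated data with the liver libraries' spread. Of 200 CpGs changed by 60 percentage points, 148 (74.0%) were called, with 25 unchanged CpGs among 173 calls. Of 7000 changed by 30, 4380 (62.6%) were called, and 10.7% of the calls were unchanged CpGs. Of only 200 changed by 30, 11 (5.5%) were called. A count near 0 therefore does not exclude changes of that size and number.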

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

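Apart from the comparison of call counts after redrawing reads, the cohort and amplicon checks of LSBS, and the splits of the LSBS livers, the tests in this part were chosen only after the result was seen.

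Between E18.5 and P20, 1510 CpGs changed differently in liver and muscle by a test of the difference itself. Of 100 reassignments of the ages within each tissue, 1, the real one, gave as many CpGs, and the highest of the others gave 1207. Lower coverage of the P20 liver libraries was tested by redrawing the E18.5 liver libraries at their mean of 31 reads, which left 1186 CpGs past the test, so lower coverage is not the whole cause. A difference between the tissues with age stays open as a biological explanation and was not tested further. At these CpGs muscle moved the other way, while at CpGs chosen on liver alone the muscle change was near 0, so part of the size in muscle may come from the choice of the CpGs. On the logit scale 74 CpGs passed.

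The rise in the upper methylation level from E18.5 to P20 was 23.1 percentage points larger in liver than in muscle (permutation of the ages within each tissue, p = 0.0051, 8820 permutations). With the median of CpGs at least 50% methylated in the other 2 tissues as the measure, the difference was 15.4 (permutation p = 0.00159). With the E18.5 liver libraries redrawn at 31 reads, the liver change in that median was 12.4 (exact permutation test, p = 0.00794), against 12.8 before, so lower coverage at P20 accounts for little of it. The position of the highest density is less stable. Its E18.5 mean rose from 74.1% to 81.7% after redrawing, through E18.5 replicate 14, which went from 70.8% to 98.7%, while replicates 1, 6 and 15 stayed below 80%. That library had a mean coverage of 25.9 reads before the redraw, so redrawing at 31 only added noise to it. A change of cell composition or of cell division with age stays open and was not tested.

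By LSBS, 84 of the 103 CpGs outside Figure S3 passed between E18.5 and 9 wk, 59 with a gain and 25 with a loss; the paper does not report these CpGs singly. They lie in 10 of the 11 amplicons, which argues against a single amplicon as the source. The 9 wk mice belong to another cohort than most E18.5 mice. Within the time-course cohort, these CpGs changed by 21.1 percentage points on average from E18.5 to P20 in the direction of the 9 wk change (84 of 84 the same way, exact permutation test, p = 0.00794), so the cohort is not the whole cause. An effect of age stays open as a hypothesis.

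In 15 of 138 groups of 4 to 6 samples a sample lay far from the others by Dixon's test, where chance gives 6.9; groups that share CpGs or libraries are not independent. In the upper methylation level these were heart P15 replicate 1 (93.5% against 97.6% to 99.1%), muscle P1 replicate 3 (97.4% against 91.4% to 92.2%) and muscle P10 replicate 5 (89.3% against 96.8% to 97.7%). On the first MDS coordinate of muscle, P1 replicate 2 was at -0.0476. In liver RRBS, the CpG on chromosome 6 at 125230017 was at 48.1% in P5 replicate 1. In LSBS, P15 replicate 3 was low at chromosome 12 109288646 (79.5%) and at chromosome 18 82197710 (79.0%). At chromosome 15 102230520, values of 2.64% in P5 replicate 1, 0.833% in P20 replicate 5 and 2.46% in 9 wk replicate 14 were high among values near 0. At chromosome 7 35453076, P1 replicate 2 (90.1%) and P10 replicate 4 (73.8%) were high. On chromosome 8, P5 replicate 5 was high at 35868104 (4.18%), and at 73277222 the E18.5 replicate 20-17 was low (0.472%) and P5 replicate 2 high (7.16%).

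Of these 15 samples, 4 had the lowest mean coverage of their group, where 2.93 are given by chance (permutation test, p = 0.335), so low coverage of the library as an explanation cannot be told apart from chance with so few samples. A younger and an older mouse were considered for P15 replicate 3, the only library that lay far out at 2 CpGs in the same direction. Over all called LSBS CpGs it had reached 79.2% of the change, above the P10 livers (at most 65.7%), which argues against a younger mouse. At the 2 CpGs, which gain methylation with age, it lay at least 9.93 percentage points below the lowest P20 or 9 wk liver. It was picked for being low at these CpGs, so this distance cannot test an older mouse. Its share of 79.2% lies within the range of the P20 livers (78.7% to 97.8%), so an older mouse stays open. No biological explanation was tested for single samples.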

How the results depend on the processing

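The alternatives set in advance gave 192 values for 49 results: 104 stayed the same by the limits used (1.5 times for a count, 1 SD for a share), 77 moved, 3 became weaker, 6 stronger and 2 reversed. Leaving out 1 library gave 368 more: 292 the same, 72 moved and 4 reversed. For the 17 named CpGs 207 of 209 values were the same. The 21 values from alternatives chosen after seeing the data were all the same. The cause was not tested for any change below unless the alternative itself shows it, as with fewer CpGs tested, fewer libraries or a stricter limit.

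Between E18.5 and P20 in liver, 9243 CpGs passed; on the logit scale 4186, at CpGs complete in both ages 1411 (of 8084), and at an adjusted p of at most 0.05, 4081. From P1 to P20 the 5983 calls became 3204, 1403 (of 12035) and 2754 under the same alternatives. With 3 libraries per age, the medians in liver of 696 and 1107 became 1660 and 619 with the unmoderated linear model and Storey q-values. With that model muscle had 7 calls between E18.5 and P20 and heart 24 from P1 to P20, in place of 0, and with 3 libraries per age the medians were 6 in muscle from E18.5, 10 in heart and 6.5 in muscle from P1, also in place of 0. With all ages of a tissue in a single fit, muscle had 83 and 25 and heart 6. At CpGs complete in both ages muscle had 3 from P1 to P20. Leaving out 1 library gave 4166 (without E18.5 replicate 6) to 9365 calls in liver from E18.5, 2899 (without P1 replicate 2) to 5392 from P1, 0 to 0 in muscle from E18.5 and in heart, and 0 to 20 in muscle from P1 (without P20 replicate 1). Liver had more calls than muscle and heart under each of these alternatives that used all libraries. Beside the counts of 0 from all libraries, 3718 CpGs in muscle from E18.5, 4873 in heart and 4376 in muscle from P1 had an unadjusted p under 0.05.

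The share of liver calls that rose, 82.7%, was 75.5% among changes over 30 percentage points and ran from 74.3% to 84.6% with 1 library left out. The 1510 CpGs differing between liver and muscle became 74 on the logit scale and 825 (without liver E18.5 replicate 15) to 1433 with 1 library left out.

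Residuals of liver libraries with the same number at different ages had a mean correlation of -0.00129 (28 pairs) against 0.000405 for different numbers (115 pairs). Between liver and muscle of the same animal it was -0.0108 (7 pairs). The check thus shows no pairing even within an animal, so it cannot tell whether the numbers pair the libraries. With the replicate number as a replicate block, 0 CpGs passed in liver from P1 to P20 (12610 at an unadjusted p under 0.05, 4 pairs), between P5 and P10 (3440, 2 pairs), P10 and P15 (3083, 3 pairs) and P15 and P20 (1573, 3 pairs), and in the comparison of liver and muscle (2532, 7 animals). The block leaves fewer libraries and degrees of freedom, so these counts say nothing on the size of the changes.

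In the tests of consecutive ages, the 19, 2 and 30 CpGs after P5 became 0, 0 and 0 with only the ages compared (5508, 3988 and 3952 at an unadjusted p under 0.05), 0, 0 and 0 at CpGs complete in liver (466, 465 and 521 of 5824), and 35, 9 and 52 on the logit scale. Leaving out 1 library gave 0 to 0 from E18.5 to P1, 0 to 1 from P1 to P5 (without P5 replicate 4), 3 to 54 (without P10 replicate 1), 1 to 95 (without P15 replicate 1) and 2 to 153 (without P15 replicate 2).

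The counts of changes of 30% or more, 171, 396, 1169, 1900 and 1452, became 2428, 3455, 6016, 7518 and 6420 at 20 percentage points, 4, 36, 197, 386 and 276 at 40, 56, 149, 304, 393 and 362 at CpGs past the test for E18.5 against P20, and 10, 14, 36, 59 and 36 at complete CpGs. With 3 libraries per age the medians were 594, 942.5 and, for P15 to P20, 2399, above the 1900 of P10 to P15, so which interval has most changes depends on the number of libraries. The share after P5, 88.9%, was 77.2%, 95.6%, 83.8%, 84.5% and 80.7% under these alternatives in turn, and 78.6% to 93.4% with 1 library left out. The ranges of the counts were 151 to 544 (without E18.5 replicate 6), 355 to 879 (without P5 replicate 1), 1401 to 2310 (without P10 replicate 1), 2177 to 3709 (without P15 replicate 1) and 1492 to 3335 (without P15 replicate 2). The 414 CpGs shared by P10 to P15 and P15 to P20 became 2405, 65, 60 and 8 at 20 and 40 percentage points, at CpGs past the test and at complete CpGs, and 414 to 1398 (without P15 replicate 2) with 1 library left out. The part moving the same way, 0.242%, was 1.54% at 20 percentage points and 1.67% at CpGs past the test, and 0 to 0.661% with 1 library left out.

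The share of the change reached at P5 was 40.1% to 47.7% with 1 library left out, at P10 60.5% to 70.5% and at P15 72.1% to 81.1%. Only at CpGs that fell it was 46.1% at P10 and 70.8% at P15. Among the classes, other rose to 1826 with a limit of 60%, and continuous was 204 among CpGs changing by 5 to 30 percentage points.

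The rise in the upper level in liver was 21.2 to 24.0 percentage points with 1 library left out. In muscle the difference of -0.733 reversed to 0.415 at complete CpGs, to 0.611 without E18.5 replicate 14, 0.513 without E18.5 replicate 15, 0.546 without P20 replicate 1 and 0.481 without P20 replicate 2, and ran from -2.16 to 0.611, all within the spread between libraries.

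The variance on the first MDS coordinate in liver was 17.9% with each CpG scaled and 19.6% with only P1, P5, P15 and P20. In heart it was 11.3% with pairwise distances, where rho with age became 0.560 and passed the test. In muscle it was 9.59% with pairwise distances and 13.3% with only P1, P5, P15 and P20, and rho with age was 0.268 with each CpG scaled, no longer past the test, and 0.673 with pairwise distances.

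In LSBS 18 CpGs passed among the 21 of Figure S3, by construction fewer. Leaving out 1 library gave 101 to 103 calls, and shares reached of 36.0% to 39.2% at P5, 58.3% to 60.6% at P10, 78.4% to 81.8% at P15 and 90.1% to 94.0% at P20. LSBS minus RRBS ran from 6.72 to 8.38 percentage points. At the CpG on chromosome 15 the difference of 0.295 reversed to -0.161 without 9 wk replicate 14, and ran up to 0.453 with another library left out; it passed the test with Storey q-values but stayed under the 5 percentage points of a call.

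Without matching on CpG density, the exon enrichment of 1.05 reversed to 0.854 and the promoter value of 0.975 became 0.786, past the test. For CpGs changing by 5 to 30 percentage points the values were 0.737 in promoters and 1.14 in exons, both past the test, and 1.01 in introns and 0.978 in intergenic regions, no longer past it. With promoters of 1 kb on both sides of a transcription start site, promoters had 0.928 and exons 1.12, both past the test.

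A different coverage minimum was not run, because no coverage per CpG was used. The alternative of heart with only P1, P5, P15 and P20 was not run, because these are all the heart ages analysed.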

Differences from the paper's values

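With 3 libraries per age in liver, the median number of CpGs called between E18.5 and P20 was 696 over all choices, against the paper's 6998. Of the alternatives set before the data were examined, the unmoderated linear model with Storey q-values gave a median of 1660 and CpGs with a value in every library chosen gave 905, and neither closed the gap. Single choices of libraries reached 7928 with limma and 9780 with that model, and all libraries together gave 9243; these lie within 1.5 times the paper's value.

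The number of CpGs changing by 30% or more was 1169 from P5 to P10 against the paper's 754, 1900 from P10 to P15 against the paper's 1136, and 1452 from P15 to P20 against the paper's 843. The CpGs shared by P10 to P15 and P15 to P20 numbered 414 against the paper's 223. None of the alternatives set before the data were examined closed these gaps: limits of 20 and 40 percentage points, CpGs past the test, complete CpGs, 3 libraries per age, or 1 library left out. The paper counted CpGs that were significant in its discovery dataset, which is not analysed here.

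Other overlaps of Table S3 also differed: 6 against the paper's 2 for E18.5 to P1 and P1 to P5, 9 against the paper's 5 for E18.5 to P1 and P10 to P15, 6 against the paper's 2 for E18.5 to P1 and P15 to P20, 40 against the paper's 24 for P1 to P5 and P5 to P10, 14 against the paper's 7 for P1 to P5 and P15 to P20, and 194 against the paper's 103 for P5 to P10 and P10 to P15. These overlaps too cover all CpGs of the liver table, while the paper's cover CpGs significant in its discovery dataset, so the sets are not alike. No alternative was set for these before the data were examined.

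The classes of CpGs differed from the paper's values in Figure 5, read by eye. Here the CpGs classed were called between E18.5 and P20 on the time-course libraries, which also set the size of each change. The paper restricted its analyses of timing to CpGs significant in its discovery dataset, so the sets of CpGs may differ. Continuous losses numbered 108 against the paper's about 390 in Figure 5, discrete losses 727 against the paper's about 190, continuous gains 308 against the paper's about 750, discrete gains 2213 against the paper's about 340, and other gains 736 against the paper's about 390 (Figure 5, read by eye). With a discrete limit of 60% the values in this order were 136, 507, 370, 1477 and 1410, and for changes of 5 to 30 percentage points 21, 467, 183, 3602 and 605, so neither alternative set before the data were examined closed a gap.

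CpGs in promoters numbered 6164 against the paper's 2293. That value is also close to the sum of the group sizes in Figure 5, read by eye, so what it counts is unclear. With 1 kb on both sides of a transcription start site, the alternative set before the data were examined, the number was 13585.

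The paper states that changes at many CpGs were sustained over several days (Table S3), while 413 of the 414 CpGs shared by P10 to P15 and P15 to P20 moved in opposite directions. The paper states that age separated the samples along the first dimension in each dataset (Figure S4), while in heart Spearman's rho between the first coordinate and age was 0.0533 over the 4 ages analysed. With pairwise distances it was 0.560. In the paper's Figure 5, read by eye, continuous CpGs outnumber discrete ones in both directions, while here discrete CpGs outnumbered continuous ones. The CpGs here were called on the time-course libraries, and the paper's set may be another. The paper states that no CpG differed between LSBS and its RRBS data (Figure S3), while 3 of 5 CpGs differed from the time-course RRBS of the same livers, which are other data than the paper's comparison used.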

Other observations

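Apart from the simulations at 10 reads, the redrawing of the E18.5 libraries for the call counts, the muscle share with all libraries, and the cohort check and splits of LSBS, the tests in this part were chosen only after the result was seen.

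Other splits of the same libraries were used to see how often a result as large arises. For liver between E18.5 and P20, 1 of 100 splits gave as many CpGs, the real one, and the highest of the others gave 4997. From P1 to P20 it was again 1 of 100, with at most 3448 in the others. In muscle from E18.5 the real count of 0 was reached in 35 of 35 splits, and from P1 in 100 of 100; in heart it was 100 of 100; any split reaches a count of 0, so these numbers test nothing, as is also true of the first 2 liver intervals below. For the tests of consecutive liver ages, as many CpGs came from 35 of 35 splits (E18.5 to P1), 35 of 35 (P1 to P5), 3 of 35 (P5 to P10), 6 of 10 (P10 to P15, where 10 splits cannot show less than 1 in 10) and 10 of 56 (P15 to P20). For changes of 30% or more the numbers were 6 of 35, 1 of 35, 2 of 35, 1 of 10 and 25 of 56. The count from P1 to P5 thus exceeded all other splits and that from P5 to P10 all but 1 of them, while those from E18.5 to P1 and P15 to P20 did not stand apart, and P10 to P15 has too few splits to tell.

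Lower coverage at P20 as the source of the liver calls was tested by redrawing the E18.5 libraries at 31 reads. This left 6359 calls, of which 5625 are among the original 9243, so lower coverage is not the whole cause. For the first MDS coordinate of liver, rho with age was 0.912 among libraries under 50 reads, which argues against coverage as the whole cause, though only 1 of these is from E18.5. Age itself stays open as the explanation of both.

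Noise as the source of the 30% changes between consecutive ages was tested in several ways. Unchanged CpGs drawn at 10 reads, the lowest coverage kept, gave 274, 218, 397, 1028 and 738 such changes on average from the first interval to the last. The observed 171 is below the first of these, and the other counts are above theirs. Counting noise of 10 independent reads would therefore be enough for E18.5 to P1 and not for the other 4 intervals. Amplified reads may not be independent molecules, and the draws do not cover the noise this adds. At the libraries' mean coverage the draws gave 7.1 changes in total. Spread between libraries of the same age was tested by choosing CpGs without 1 library per age and measuring their change in the libraries left out. The share of the change seen again was 6.43%, 16.1%, 14.3%, 3.58% and 2.49%. In percentage points, the change seen again was 2.19, 5.57, 5.25, 1.37 and 0.935 in turn. At CpGs past the test for E18.5 against P20 it was larger: 9.67, 10.9, 9.56, 3.77 and 10.1. There the change in the libraries used to choose was 34.2 to 38.5. However, that test used the libraries left out in the first and last interval. Most of the size of these changes may therefore come from spread between libraries. In muscle 1.77% of CpGs changed this much between P10 and P15, 65.3% of the liver's 2.71%, narrowly below the limit written down beforehand for a spread that both tissues share, while with 3 libraries per age the muscle share was 3.35% (1.87% to 4.67%), above liver. These 2 values point opposite ways, so a spread between libraries common to both tissues and a change of liver alone cannot be told apart.

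Of the CpGs shared by P10 to P15 and P15 to P20, 0.242% moved the same way. In 100 simulations of unchanged CpGs that share the P15 libraries, 629 CpGs were shared on average (5 to 2432), and 1.64% of them moved the same way. The comparison was first made with the highest simulated share, 100%, which no value could exceed, and then with the mean, after both were known. Noise in the P15 libraries is therefore a candidate explanation for the overlap that these values leave standing. A return of methylation to its P10 level after P15 stays open and was not tested apart from it.

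The share of the change reached between P10 and P20 could be raised by choosing CpGs on the P20 libraries. With those libraries left out of the choice, the rise from P10 to P20, before rescaling to the left-out ends, was 16.8 percentage points (p = 0.0179, exact permutation test), so the choice is not the whole cause. The step from P15 to P20 was 5.94 (p = 0.161, exact permutation test), and whether it comes from the choice cannot be told apart; how to read this test was decided after its value was seen.

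No order of the ages between E18.5 and P20 was tested as the explanation of the continuous CpGs. In 1 of 100 reassignments of those ages as many continuous CpGs were found (mean 99.4, highest 418, against 416), which argues against it. Discrete CpGs, 2940, were fewer than in any of the reassignments (2946 to 4240).

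For LSBS, 1 of 100 splits of the E18.5 and 9 wk livers gave as many calls, the real one, with a median of 0 and a highest of 100 in the others. The cohort of the 9 wk mice as the cause was tested within the time-course cohort, where called CpGs changed by 21.6 percentage points from E18.5 to P20 in the direction of the 9 wk change (102 of 102 CpGs, exact permutation test, p = 0.00794), so the cohort is not the whole cause. Between the E18.5 livers of both cohorts the difference was -0.127 percentage points (exact permutation test, p = 0.933), a test that 2 livers against 4 could not have brought to 0.05.

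In the 23 livers with both assays, LSBS was higher than the time-course RRBS by 7.79 percentage points (SD 9.32, higher in 19 of 23 livers, permutation p = 5e-05) over 5 CpGs on the same strand. At 3 of these CpGs the difference was past an adjusted p of 0.1. It was 15.7 with the CpGs of Figure S3 only, 10.5 with the median over CpGs, and 5.66 with CpGs measured on the opposite strand added, a choice made after seeing the data. By age the mean ran from 1.66 at P1 to 17.8 at P20, without a steady rise. Outside the amplicon on chromosome 8 it was 1.73 (SD 6.21, 8 CpGs with the opposite strand included, 18 of 23 livers higher, permutation p = 0.197). Of these CpGs, those on the same strand, on chromosome 10, had -2.56 and -2.59. Those on the opposite strand ran from -0.113 to 9.53. In the amplicon on chromosome 8 the difference was 15.7 (3 CpGs, 21 livers, permutation p = 7e-05). A bias of that amplicon in LSBS or of its RRBS fragment may therefore give the whole difference; which of them was not tested, and no biological explanation was tested.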
